# DNA methylation entropy as a measure of stem cell replication and aging

**DOI:** 10.1186/s13059-023-02866-4

**Published:** 2023-02-16

**Authors:** Himani Vaidya, Hye Seon Jeong, Kelsey Keith, Shinji Maegawa, Gennaro Calendo, Jozef Madzo, Jaroslav Jelinek, Jean-Pierre J. Issa

**Keywords:** DNA methylation, Aging, Stem cell, Cell division, Epigenetic clock

## Abstract

**Background:**

Epigenetic marks are encoded by DNA methylation and accumulate errors as organisms age. This drift correlates with lifespan, but the biology of how this occurs is still unexplained. We analyze DNA methylation with age in mouse intestinal stem cells and compare them to nonstem cells.

**Results:**

Age-related changes in DNA methylation are identical in stem and nonstem cells, affect most prominently CpG islands and correlate weakly with gene expression. Age-related DNA methylation entropy, measured by the Jensen-Shannon Distribution, affects up to 25% of the detectable CpG sites and is a better measure of aging than individual CpG methylation. We analyze this entropy as a function of age in seven other tissues (heart, kidney, skeletal muscle, lung, liver, spleen, and blood) and it correlates strikingly with tissue-specific stem cell division rates. Thus, DNA methylation drift and increased entropy with age are primarily caused by and are sensors for, stem cell replication in adult tissues.

**Conclusions:**

These data have implications for the mechanisms of tissue-specific functional declines with aging and for the development of DNA-methylation-based biological clocks.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-02866-4.

## Introduction

Aging is the progressive decline in the physiology of an organism with time, and understanding the molecular and cellular hallmarks of aging [1] could lead to the prevention and treatment of age-related diseases. One of the least understood hallmarks of aging is epigenetic alterations. DNA methylation plays an important role in regulating gene expression, and its dysregulation during aging [2–5] and age-related disease [6] has been well-established. Studies of DNA methylation changes with age have shown that some CpG sites undergo hypomethylation with age [7, 8], especially at repetitive DNA sequences, which could lead to activation of retrotransposons, which, in turn, cause genomic instability with age; conversely, DNA hypermethylation with age occurs in gene promoter regions located within/near unmethylated CpG islands [9–12]. This phenomenon of either gaining or losing methylation at different genomic loci is known as methylation drift [11]. Age-related DNA methylation drift is highly conserved across different species, and this drift is inversely proportional to lifespan [12]. Studies have shown that twins living in the same environment acquire distinct age-related epigenetic changes, which indicates that it is a stochastic process rather than a genetic or environmental one [13–15].

Though the phenomenon of age-related epigenetic drift is well documented, there is little direct evidence for its underlying mechanisms. It was theorized that DNA methylation errors accumulate at specific CpG sites during replication in stem cells, which causes epigenetic drift that is then inherited by their daughter cells [16]. DNA methylation alterations have similar patterns in normal aging tissue and in cancer [17–21]. Because the addition of a methyl group on DNA occurs during DNA replication, the process of methylation drift with age is likely to be linked with stem cell division. Here, we test this hypothesis directly by examining stem cells vs. differentiated cells and examining tissues with different stem cell division rates. In addition, to develop a better understanding of epigenetic mosaicism, we use the concept of entropy and information theory to quantify methylation drift [22, 23].

## Results

### DNA methylation change with age is a stem cell phenomenon

To study stem cell-specific methylation patterns, we isolated Lgr5-GFP + intestinal stem cells and adjacent differentiated cells from Lgr5–EGFP–IRES–CreERT2 mice from mice aged 4, 12, 18, and 24 months. We selected the small intestine and colon (COL) as two separate tissue due to their functional difference and further divided the small intestine into two sections — upper small intestine (USI) and lower small intestine (LSI) — due to the difference in function of the duodenum and ileum and jejunum [24]. Isolated intestinal epithelial cells were FACS-sorted into stem cell (GFP positive) and differentiated cell (GFP negative) pools (4 months–4 mice/pool, 12 months–3 mice/pool, 18 and 24 months–2 mice/pool); these cells were then sequenced using reduced representation bisulfite sequencing (RRBS) to examine DNA methylation (Fig. 1a). Principal Component Analysis (PCA) of 180,496 CpG sites detected across all samples shows that the cells clustered with respect to tissue on PC1(25.6%), whereas variance with age can be seen on PC2 (Fig. 1b).

**Fig. 1:**
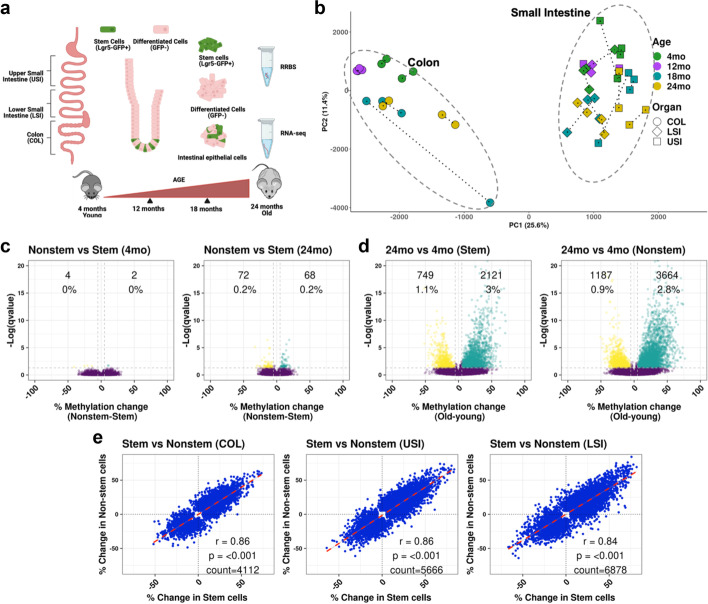
Methylation changes in stem cells correlate highly with their progeny. **a** Schematic diagram of experimental procedures. Mice were sacrificed at 4, 12, 18, or 24 months and intestines separated into the upper small intestine (USI), lower small intestine (LSI), and colon (COL). Stem cells were separated by sorting for Lgr5-GFP + cells. Reduced representation bisulfite sequencing (RRBS) and RNA-seq were done on the samples. **b** Principal component analysis (PCA) of 180,496 CpG sites common across 4 age groups and 3 tissues. Colon samples form a different cluster than small intestinal samples (PC1), and the spread along PC2 corresponds to an increasing age. **c** Volcano plots showing methylation differences between stem cells (Lgr5 − GFP +) and nonstem cells (Lgr5 − GFP −) in young and old mouse colon samples. Each volcano plot indicates the number and percent of CpG sites that are differentially methylated (Methylation change >  ± 5%, *q*-value < 0.05). **d** Volcano plots showing methylation differences between young (4 months) and old (24 months) samples in stem cells and nonstem cells. **e** Scatterplot of CpG sites that change significantly between 4 months versus 24 months in either stem cells, nonstem cells, or both in COL, USI, and LSI

We used volcano plots to visualize differences in DNA methylation (if any). DNA methylation was identical (less than 0.1% CpG sites with methylation change) in the stem and nonstem cells in young (4 months) mice in the colon (Fig. 1c) and the small intestine (Additional file 1: Fig. S1.a-b). A similar analysis in old (24-month) animals also showed a high degree of similarity between stem and nonstem cells in the colon, though with greater discordance than in young animals in both the colon and the small intestine (Additional file 1: Fig. S1 c-d). The differences between the stem and nonstem cells in old animals were primarily in the non-CpG island, non-promoter genomic compartment (Additional file 2: Table S1). Next, we examined aging (24–4 months) separately in the stem and nonstem cell compartments. In colon stem cells, 3% of CpG sites gained DNA methylation in old mice, while 1.1% of CpG sites lost methylation (Fig. 1d, left). In the nonstem cell compartment, 2.8% of CpG sites gained DNA methylation, and 0.9% lost DNA methylation (Fig. 1d, right), with an overall change of 3–4% in both compartments with age. Comparable changes were seen in USI and LSI (Additional file 1: Fig. S1e-h). Across all comparisons, the genomic regions most likely to change with age were CpG islands, which became hypermethylated (Additional file 2: Table S2).

To determine whether the CpG sites that change with age are similar in stem and nonstem cells, we considered all CpG sites that changed in either stem cells, nonstem cells, or both. As shown in Fig. 1e, changes in methylation in stem and nonstem cells in the colon were highly correlated (*r* = 0.86, *p* < 0.001). We also saw similar results in USI (*r* = 0.86, *p* < 0.001) and LSI (*r* = 0.84, *p* < 0.001). We also compared DNA methylation change with age between different intestinal sections in stem and nonstem cells and found a significant correlation among them (Additional file 1: Fig. S1 i-n), which indicates that methylation change with age in different parts of the intestine occurs in the same CpG sites. Thus, DNA methylation changes with age reflect faithfully those alterations that happen in adult tissue-resident stem cells.

### Aging and differentiation target distinct genomic compartments

The data in Fig. 1 are based on a binary (old-young) analysis. We extended these findings across the lifespan, by incorporating data from mice at 12 and 18 months of age. To integrate the four time points in all three USI, LSI, and COL intestinal epithelial cells, and in both stem and nonstem cells, we used permutation testing on Spearman’s correlations (r) between methylation and age for the 125,077 CpG sites that had data across all ages with a minimum read coverage of 20 in at least 75% of the samples. Empirical *p*-values were based on 1000 random permutations. Based on the distributions of observed and permuted correlation coefficients (Additional file 1: Fig. S2a), we used a Spearman correlation cutoff of |0.5| and empirical *p*-value less than 0.05 to identify significantly changed sites. Overall, 7569 CpG sites (6.05%) were hypermethylated, and 533 CpG sites (0.43%) were hypomethylated (Fig. 2a), which confirms the results from the two-condition analysis.

**Fig. 2:**
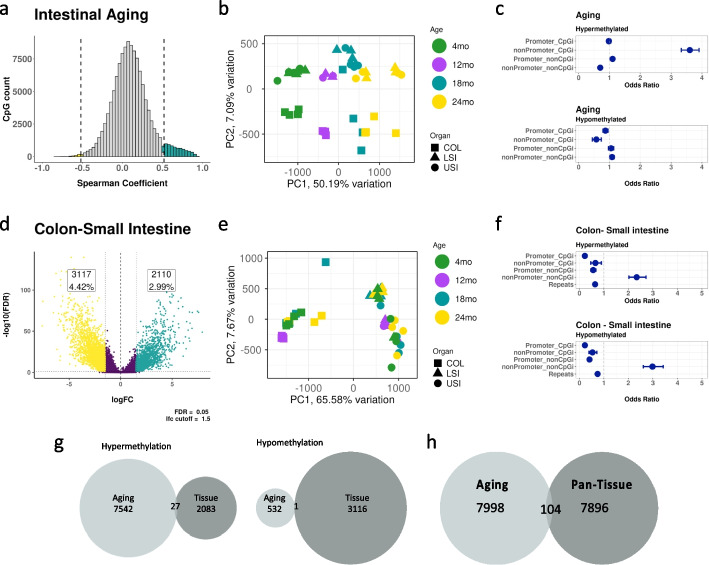
Aging and differentiation target distinct genomic compartments. **a** Histogram of Spearman correlation coefficients (*r*) derived from permutation analysis of 125,077 CpG sites( all samples, stem and Nonstem). Significantly (empirical *p*-value < 0.05, *r* >|0.5|) hypermethylated CpG sites are in red and hypomethylated sites are in green. **b** PCA plot constructed using the 8102 CpG sites from the permutation test that significantly change with age. **c** Odds ratios that CpG sites in given genomic regions (Promoter-CpGi, nonPromoter-CpGi, Promoter-nonCpGi, nonPromoter-nonCpGi) are more likely to gain methylation with age (top) or lose methylation with age (bottom). **d** Differential methylation analysis between the colon and small intestine (Upper small intestine + Lower small intestine) samples **e**. PCA plot constructed using the 5227 CpG sites that significantly change between the colon and small intestine in the differential methylation analysis. **f** Odds ratios that CpG sites in given genomic regions (Promoter-CpGi, nonPromoter-CpGi, Promoter-nonCpGi, nonPromoter-nonCpGi) are more likely to be hypermethylated in the colon (top) or be hypomethylated in the colon (bottom) compared to the small intestine. **g** Venn diagram showing the overlap of CpG sites that change significantly with age or significantly between colon vs small intestine, either sites that gain methylation (left) or sites that lose methylation (right). **h** Venn diagram showing the overlap of CpG sites that change with age significantly in the permutation analysis in the intestine with 8000 CpG sites common across multiple tissues (blood, heart, kidney, liver, lung, skeletal muscle, spleen, small intestine, and colon) with high standard deviation in methylation values in the same CpG sites

PCA analysis of the 8102 sites that change significantly with age shows a predominant clustering based on age (PC1, 50.2% of the variance) and a minor clustering based on tissue of origin (PC2, 7.1% variance (Fig. 2b). This differs substantially from the PCA of all sites (Fig. 1b), where the predominant source of variance was tissue differentiation (PC1, 25.6%), followed by aging (PC2, 11.4%). To determine whether different genomic regions (Promoter-CpGi, nonPromoter-CpGi, Promoter-nonCpGi, nonPromoter-nonCpGi) were more likely to be affected by aging, we calculated odds ratios for each compartment in both the hyper- and hypo-methylated directions. As shown in Fig. 2c, nonPromoter-CpGi have 3.5 times the odds (95% CI 3.01–3.24) of gaining methylation with age, while nonPromoter-nonCpGi were less likely to gain methylation compared to the rest of the genome. PCA limited to significant nonPromoter-CpGi sites shows clustering solely on age with 58.3% of the variance in PC1 (Additional file 1: Fig. S2b). This specificity suggests that the CGI genomic compartment may yield better biomarkers of aging.

To determine whether the same sites are changing with respect to aging or tissue differentiation between the small intestine and colon, we compared sites that changed in methylation between them. We combined upper small intestine (USI) and lower small intestine (LSI) data as the small intestine. Differential methylation analysis showed that 2110 (3%) CpG sites significantly hypermethylated during differentiation between the colon and small intestine, and 3117 (4.4%) CpG sites are hypomethylated (Fig. 2d). PCA analysis of these significantly hyper- and hypo-methylated sites shows clustering based on tissue of origin with PC1 explaining 65.8% of the variance between the samples (Fig. 2e). Odds ratios calculated using significant CpG sites that change with tissue type in different genomic regions (Fig. 2f) showed that nonPromoter-nonCpGi sites had the greatest odds of gaining (2.3, 95% CI 2.02–2.7) or losing (3, 95% CI 2.6–3.4) methylation between the colon and the small intestine.

To determine whether the same CpG sites change with age and during tissue differentiation, we looked for common CpG sites that significantly change in the aging permutation analysis and sites that significantly change between colon vs. small intestine in the differential methylation analysis. We found very few sites in common (27 hypermethylated and 1 hypomethylated) between aging and tissue differentiation (Fig. 2g). Because the colon and small intestine are closely related tissues, we extended this analysis to other tissues, i.e., whole blood, heart, lung, liver, kidney, skeletal muscle and spleen (colon and small intestines included). We took common CpG sites across all tissues, allowing for 25% of the samples to have missing data. We calculated the standard deviation for each CpG site across these tissues and took the top 8000 CpG sites with the most deviation and tried to find overlapping CpG sites that are significant with age in our permutation analysis results. We found 104 CpG sites overlapping between the two, and the result is shown in the Venn diagram (Fig. 2h). Thus, these results demonstrate that tissue and age-related changes have distinct biological mechanisms. Studies show that sequencing depth of CpG sites affected CpG calling, and with higher sequencing depth (> 30), the estimation of their methylation levels had more concordance [25]. To test this, we ran the analysis with CpG sites with coverage > 30 and found similar results that were observed under coverage > 20. (Additional file 1: Fig. S3). However, using a coverage > 30 reduces the number of CpG sites analyzed from 125,077 to 70,547, which results in a 43% reduction in the number of sites analyzed.

### Gene expression changes with age and tissue differentiation in the intestine

DNA methylation analysis shows that aging in the intestine results in many CpG islands becoming hypermethylated. To see whether there are functional consequences to this dysregulation, we used RNA-seq to study intestinal epithelium from 4-month, 12-month, and 24-month-old mice, from the upper small intestine (USI), lower small intestine (LSI), and colon (COL). 

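RNA-seq was done on the unsorted epithelium of 3 intestinal sections from mice of 3 ages. Each section had 3 libraries at 4 months, 3 libraries at 12 months and 2 libraries at 24 months, named A, B and C within their group, which gives 24 libraries in 9 groups. The count column of the 4-month colon B library is headed with a code of the form used for the 4-month LSI C library. The labels were followed. On the first principal component these libraries scored 106 and -30.4. The other colon libraries scored 109 or more and the other LSI libraries -34.5 or less. Genes of the Y chromosome had 4135 and 2 counts in them, high and low as in the 4-month B and C libraries of other sections. Both measures argue against a swap of these libraries. The cells behind each library were pooled. The paper's text does not say how many mice entered each RNA pool, so p-values measure only the spread between these samples, which may be technical. The deposited table of each library gives the number of sequencing reads that the authors assigned to each of 37681 annotated genes of the mouse build mm9. A symbol was found for 37310 of these genes, and 26067 had at least 1 count. The file headers name featureCounts version 2.0.0, run without strand and with each read of a pair counted by itself, so that between 67.9% and 70.7% of the counts from 1 to 20 were even numbers. The paper's methods name STAR and edgeR, whereas the submitters' processing notes name TopHat2, HTSeq and Cuffdiff, and the counts were used as deposited. Without strand, reads of a gene and of an overlapping antisense gene cannot be told apart, and counts of near-identical gene families such as the defensins are uncertain.
Total counts in the colon ranged from 35312446 to 37897787 at 4 months (median 36760357), 35136375 to 36908777 at 12 months (median 36417275) and 35854049 to 35982483 at 24 months (median 35918266). The USI libraries held 35490209 to 38203709 at 4 months (median 37399015), 35470986 to 37590231 at 12 months (median 36216297) and 35689533 to 38234708 at 24 months (median 36962120). In the LSI the totals were 35930355 to 36419152 at 4 months (median 36242410), 35068728 to 36177341 at 12 months (median 35495467) and 36408275 to 36574501 at 24 months (median 36491388). Between 13.2% and 19.0% of a library's counts fell in its 10 most abundant genes. Every pair of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom of 18.3 to 380. Genes of the Y chromosome had 1955 to 4135 counts in the B libraries at 4 and 24 months of every section, and 10 counts or fewer in each of the other 18 libraries.
From these counts, 17491 genes passed edgeR's default filter on low counts and were fitted in one model of the 9 groups with TMM normalization and 15 residual degrees of freedom. Levels are given as CPM, which scales the counts of a library by its normalized total. The comparisons, the tests, the rule for naming genes and 43 lists of genes for intestinal cell types and pathways were fixed before the data were examined, apart from the choices marked as later ones in the closing section. Lists were tested with camera from limma at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. Of the calls of lists between ages within a section, 9 held with an estimated correlation.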

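The libraries grouped first by intestinal section. Along the first principal component, which held 41.2% of the variance of scaled log2 CPM, the 8 colon libraries scored from 106 to 126, whereas the 8 LSI libraries scored from -67.3 to -30.4 and the 8 USI libraries from -79.2 to -60.8. The colon thus stood apart from the small intestine at every age, while the upper and lower small intestine overlapped on this axis. The second component held 16.9% of the variance and also overlapped between USI, with scores from -29.4 to 126, and LSI, with scores from -109 to 47.2. Colon libraries kept to a narrow range on it, from -12.1 to 26.9.
Differences between sections made up 51.5% of the variance of all genes (permutation test over 100000 shuffles of the section labels, one-sided, p = 1e-05, the smallest these shuffles can give). Differences between the ages of a section made up 16.2%, and differences between libraries of the same section and age made up 32.3%. Within sections, age accounted for 33.3% of the variance where chance alone gives 28.6% (permutation test, one-sided, p = 0.13). Taken section by section, this share was 33.6% in the colon (exact permutation test over 560 arrangements, one-sided, p = 0.0429), 33.8% in the USI (p = 0.211 by the same exact test) and 31.0% in the LSI (p = 0.311 by the same exact test). Pearson's correlation of log2 CPM across genes, which are not independent replicates, had a median of 0.985 between libraries of 1 group, 0.983 between ages of 1 section and 0.899 between sections. The first component's share depended on how genes were chosen and scaled, at 62.5% for genes centred but not scaled and 80.2% for the 500 most variable genes.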

Principal component analysis shows that gene expression clusters based on tissue rather than age (Fig. 3a). Differential expression between the 4-month and 24-month colon (Fig. 3b) showed small changes in expression, with 21 genes that were significantly upregulated and 17 genes significantly downregulated (log2 Fold change > 1.5 and FDR < 0.05). 

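In the colon epithelium, 13 genes were significantly upregulated and 13 significantly downregulated at 24 months compared with 4 months. The upregulated genes included the transcription factor gene Gata4, which helps to specify the small-intestinal epithelium, and Col18a1 and Ddr2, which encode a basement membrane collagen and a receptor for fibrillar collagen. Among the downregulated genes were the imprinted noncoding RNAs Meg3 and Rian, which lie in 1 cluster on chromosome 12, and the ribosomal protein gene copy Rps4y2, which had no counts left in either old library.
Gata4 lies on chromosome 14 of mm9 from 63817759 to 63890529. Its level was 3.47 ± 0.381 CPM (SD, n = 2 libraries) at 24 months and 0.986 ± 0.176 CPM (SD, n = 3) at 4 months, a log2 fold change of 1.81 (standard error 0.22, adjusted p = 0.00127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col18a1 rose from 2.15 ± 0.424 to 5.53 ± 0.104 CPM, a log2 fold change of 1.37 (adjusted p = 0.00167 from the same test). Dmrta2, a transcription factor gene of the developing forebrain, rose from 0.368 ± 0.0864 to 6.00 ± 0.481 CPM (log2 fold change 4.02, adjusted p = 0.0202). Ddr2 had a log2 fold change of 2.60 (standard error 0.44, adjusted p = 0.0146). The other named genes that rose were Gm10451, the signalling gene Sh3bp1, the potassium channel gene Kcnk10, Lhfpl4, which acts at inhibitory synapses, the sugar nucleotide hydrolase gene Nudt22 and the integrin gene Itga9. Each of these genes was higher in both old libraries than in all 3 young ones, as the rule for naming genes requires.
Rps4y2, on chromosome 6, fell from 7.16 ± 1.14 CPM to 0 counts, which is at least 172-fold lower when 3 counts over the group are taken as the floor (adjusted p = 1.33e-09). Each read of a pair was counted by itself, so a floor of 3 read pairs would give a smaller bound here and below. Meg3 fell from 20.0 ± 6.41 to 1.04 ± 0.0112 CPM (log2 fold change -4.26, standard error 0.74, adjusted p = 0.0187), and Rian had a log2 fold change of -5.15 (adjusted p = 0.0134). Rcn1, which encodes a calcium-binding protein of the endoplasmic reticulum, fell from 7.03 ± 1.54 to 1.91 ± 0.447 CPM (log2 fold change -1.88, adjusted p = 0.00138). Pex5l, related to the peroxisomal import receptor, fell from 5.55 ± 0.638 to 0.0833 ± 0.0399 CPM (log2 fold change -6.00, adjusted p = 0.00229). Ric3, a chaperone of acetylcholine receptors, and the zinc finger gene Zfp105 also had 0 counts at 24 months and were at least 19.1-fold and at least 10.3-fold lower. The heparan sulfate proteoglycan gene Gpc1, the polyadenylation factor gene Cstf2t and the retrotransposon-derived gene Ldoc1l completed the named genes that fell.
Interferon response and MHC class II genes lay lower in the old colon without passing gene by gene. The monocyte chemokine receptor gene Ccr2 went the other way and passed as higher. Of 35 interferon response genes, 0 passed over all genes and 11 were lower when adjusted over the list alone, with a median log2 fold change of -1.16 (list test adjusted p = 5.04e-24, and adjusted p = 0.295 with an estimated correlation). Gbp2, an interferon-induced GTPase gene, was the member with the smallest p (log2 fold change -2.96, adjusted p = 0.116). Of 11 genes of MHC class II presentation, 7 were lower when adjusted over the list alone, among them the invariant chain gene Cd74 (log2 fold change -2.96, adjusted p = 0.316), and the list did not hold with an estimated correlation (adjusted p = 0.295). In the upper small intestine identity list, which holds 10 measured genes, Gata4 alone passed over all genes, while Pdx1, a duodenal transcription factor gene, had a log2 fold change of 2.16 (adjusted p = 0.0654). Carry-over of small-intestinal epithelium into the 24-month colon was not tested for Gata4 and Pdx1. Lgr5, the stem cell marker, and the DNA methyltransferase gene Dnmt1 did not pass (log2 fold changes of -0.33 and 0.00).
With a log2 fold change over 1.5 as a further condition, 8 genes were higher and 12 were lower. Without the 24-month A, 24-month B, 4-month A, 4-month B or 4-month C library the 8 higher genes became 3, 3, 1, 2 and 4, and the 12 lower genes became 2 and 1 without the 24-month A and B. Without 1 library the number of all 26 changed genes fell to 6 (24-month A), 7 (24-month B), 14 (4-month A) or 15 (4-month B), and it was 6 without the 6 libraries with Y-linked counts. By edgeR's likelihood ratio test 108 genes passed, by DESeq2 104 and with the colon libraries fitted alone 51, of which 17 are among the 26, and Gata4, Col18a1 and Rps4y2 are the 3 of the 20 named genes that passed without any 1 of the libraries.

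**Figure D1:**
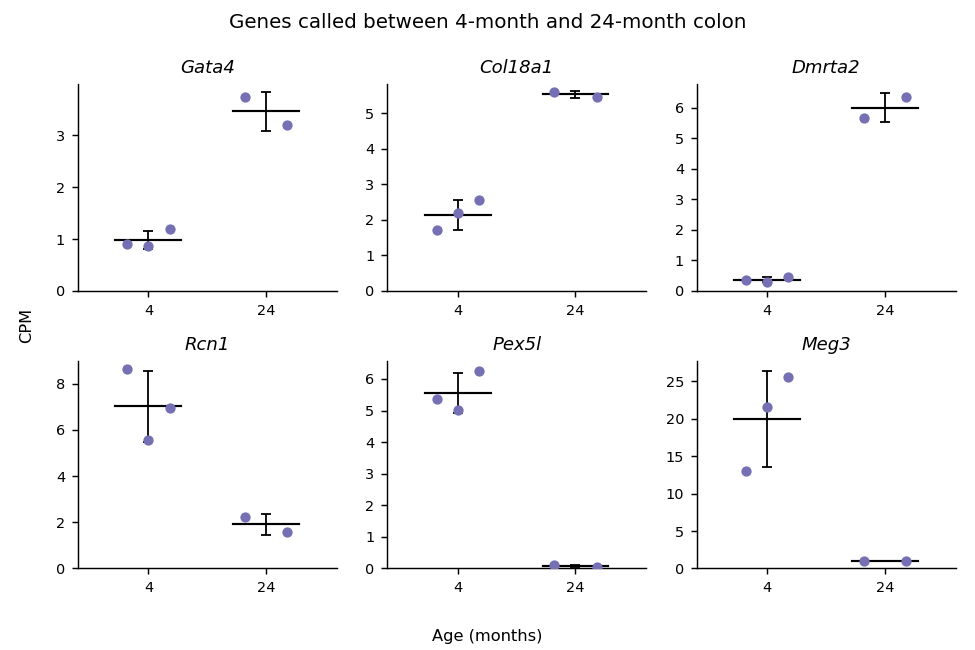
CPM of 6 genes in the colon at 4 months (3 libraries) and 24 months (2 libraries); points are libraries, horizontal lines means and bars SD. Gata4, Col18a1 and Dmrta2 lie higher at 24 months and Rcn1, Pex5l and Meg3 lower, with no overlap between the ages, as the rule for naming genes requires.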

Even fewer genes were differentially expressed between 4-month and 12-month colon samples (Additional file 1: Fig. S4 a-b), and there were similar results in the USI (Additional file 1 Fig. S4 c-e) and LSI (Additional file 1: Fig. S4 f–h) comparisons between the three age groups. By contrast, analysis of samples from different sections of the intestine showed many differentially regulated genes between USI, LSI, and COL (Additional file 1: Fig. S5 a-c).

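Between 4-month and 12-month colon, 21 genes were significantly upregulated and 3 significantly downregulated. Among the genes that rose were products of Paneth cells, the antimicrobial secretory cells of the small-intestinal crypt, and of immediate early genes, which respond within minutes to growth signals or to tissue dissociation. At 24 months compared with 12 months, Rps4y2 was the single gene to pass in the colon.
Of 15 Paneth cell genes, 7 were higher at 12 months and 13 were higher when adjusted over the list alone, with a median log2 fold change of 3.65 (list test adjusted p = 0.00227 with an estimated correlation). Lyz1, which encodes lysozyme, rose from 12.0 ± 5.60 CPM (SD, n = 3) to 176 ± 192 CPM (SD, n = 3), a log2 fold change of 3.88 (standard error 0.65, adjusted p = 0.0177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Itln1, a secreted lectin, had a log2 fold change of 3.65 (standard error 0.55, adjusted p = 0.00872), and the defensin gene Defa21 had one of 4.73 (standard error 0.78, adjusted p = 0.0177). The SD of Lyz1 at 12 months exceeded its mean because library C lay far above libraries A and B. Markers of another section moved with this group: all 20 small-intestinal enterocyte genes had positive log2 fold changes, with 0 passing over all genes, 4 higher when adjusted over the list alone and a median of 1.84 (adjusted p = 0.291 with an estimated correlation).
Of 24 immediate early and dissociation stress genes, 3 were higher and 10 were higher when adjusted over the list alone (list test adjusted p = 0.034 with an estimated correlation). Mitochondrial genes held 14.1% to 15.7% of the counts in the 12-month colon libraries and 11.0% to 12.5% at 4 months. In the USI and the LSI these shares overlapped between the ages. A link between these shares and the genes of this list was not tested. Atf3, a stress-induced transcription factor gene, rose from 33.2 ± 9.82 to 245 ± 117 CPM (log2 fold change 2.89, adjusted p = 0.0074). Egr2, a growth factor-induced transcription factor gene, had a log2 fold change of 2.45 (adjusted p = 0.0074), and Fosb also passed. Outside this list, Hbegf, which encodes a ligand of the EGF receptor, had a log2 fold change of 1.94 (adjusted p = 0.0074). Other named genes that rose were the secretory pathway pseudokinase gene Fam20a, the galectin gene Lgals2, the defensin family gene Gm15284 and the predicted gene Gm17024. The genes that fell were Rps4y2 (log2 fold change -3.65, adjusted p = 5.94e-08), Meg3 (log2 fold change -3.14, adjusted p = 0.0308) and Rian (log2 fold change -3.28, adjusted p = 0.04).
Rps4y2 dropped further from 12 to 24 months, from 0.569 ± 0.0584 CPM to 0, which is at least 13.7-fold lower with the floor at 3 counts over the group (adjusted p = 0.000104). None of Lgr5, Dnmt1, Dnmt3a, Dnmt3b, Uhrf1, Tet1, Tet2 and Tet3, the stem cell marker and genes that place, maintain or remove DNA methylation, passed between these ages of the colon.
With the colon libraries fitted alone, 1 gene was higher and 5 were lower, and 3 of these are among the 24, while Lyz1, Itln1, Defa21, Atf3 and Egr2 did not pass there. Dbp, an output gene of the circadian clock, had 30.5, 39.2 and 26.0 CPM in the 12-month libraries and 54.3 in the 4-month C library. It had 2.31 and 5.32 CPM in the 4-month A and B and 1.76 and 2.37 at 24 months. The comparison of 24 with 12 months is thus also one of clock states. Those of 12 with 4 months and of 24 with 4 months are so in part. The count of 24 genes fell to 2 without the 4-month library A, to 1 without the 4-month library B, to 8 without the 4-month library C and to 1 without the 6 libraries with Y-linked counts, while the 7 Paneth cell genes became 0, 0 and 1 without the 4-month A, B and C libraries and 3 without the 12-month C library. The single gene between 24 and 12 months became 3 without the 12-month library B or the 24-month library A, against 966 genes at an unadjusted p under 0.05.

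**Figure D2:**
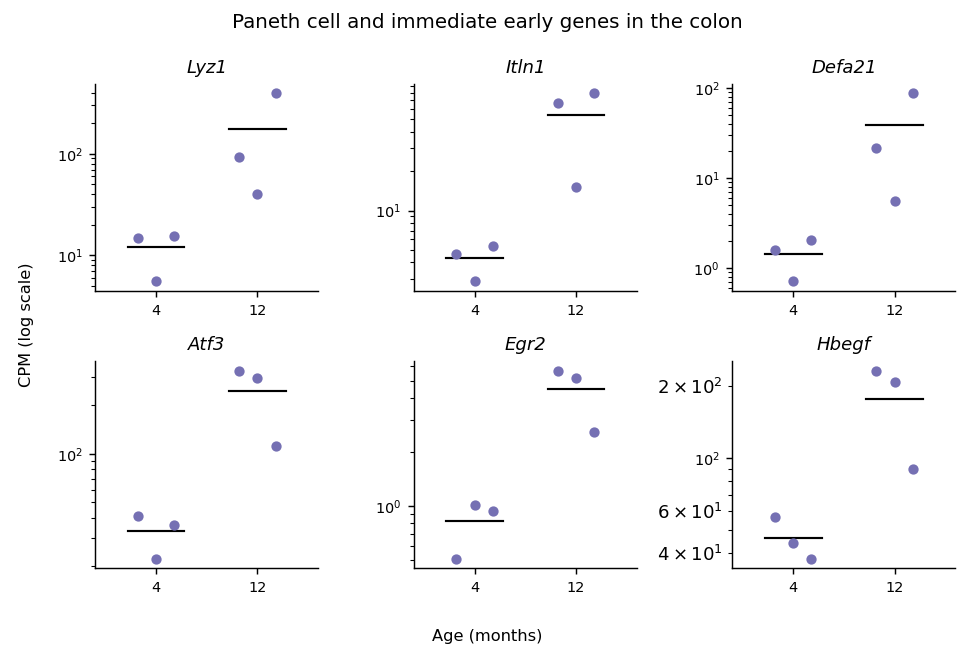
CPM on a log axis of 3 Paneth cell genes (top) and 3 genes induced early after stimulation (bottom) in the colon at 4 and 12 months, with 3 libraries at each age; points are libraries and lines means. Every 12-month library lies above every 4-month library for all 6 genes. Lack of overlap was a condition of the rule for naming genes.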

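In the USI, 46 genes differed between 4 and 24 months, 23 higher and 23 lower, and 8 genes differed between 4 and 12 months, 7 higher and 1 lower. From 12 to 24 months 1 gene rose and 3 fell. The collagen receptor gene Ddr2 and the monocyte chemokine receptor gene Ccr2 were higher at both older ages than at 4 months, and Rps4y2 was lower.
Ddr2 rose from 0.560 ± 0.241 CPM (SD, n = 3) at 4 months to 3.62 ± 1.23 (SD, n = 3) at 12 months and 7.39 ± 0.171 (SD, n = 2) at 24 months, with a log2 fold change of 3.72 between 24 and 4 months (standard error 0.41, adjusted p = 0.000283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc34a2, a sodium-phosphate transporter gene that is more strongly expressed in the lower small intestine, rose from 6.25 ± 2.46 to 76.8 ± 14.0 CPM by 24 months (log2 fold change 3.62, standard error 0.59, adjusted p = 0.0116). Ccr2 had a log2 fold change of 3.03 at 24 months (adjusted p = 0.00811), Parp3, a DNA repair enzyme gene, had one of 1.22 (adjusted p = 0.0103), and the colonic water channel gene Aqp8 had one of 3.66 (adjusted p = 0.0272). Carry-over of epithelium from the other sections was not tested for Slc34a2 and Aqp8. The named genes that rose also included the phosphatase inhibitor gene Ppp1r14d, the purine salvage gene Pnp, the interferon-inducible gene Ly6e, the cytokine receptor gene Il4ra, Ypel2 and Tmem205. Rps4y2 fell 16.5-fold, from 22.7 ± 1.53 to 1.37 ± 0.12 CPM (log2 fold change -4.04, adjusted p = 7.92e-08). Cstf2t fell as well (log2 fold change -0.82, adjusted p = 0.000485), as did the X-linked genes Tceal8 (log2 fold change -2.55, adjusted p = 0.00174) and Gspt2, a translation termination factor gene (log2 fold change -3.62, adjusted p = 0.00434), the chaperone gene Fkbp9, the chondroitin synthesis gene Chpf, the cell junction gene Cgnl1, Zfp105, 4933403G14Rik and 8430410A17Rik.
Of 18 intestinal stem cell genes, 0 passed at 24 months over all genes and 7 were lower when adjusted over the list alone, with a median log2 fold change of -0.59 (adjusted p = 0.403 with an estimated correlation). Cdk6, a cell cycle kinase gene of this list, had a log2 fold change of -0.95 (adjusted p = 0.0973), and Lgr5 had one of -1.16 (standard error 0.34, adjusted p = 0.158). All 27 nuclear genes of oxidative phosphorylation had positive log2 fold changes, with a median of 0.21, 0 of them passed, and the list did not hold (adjusted p = 0.403 with an estimated correlation).
At 12 months the list of 18 myeloid cell genes was higher (adjusted p = 0.0174 with an estimated correlation), with Ccr2 passing over all genes (log2 fold change 2.76, adjusted p = 0.0293) and 6 genes higher when adjusted over the list alone. Chac1, a glutathione-degrading enzyme gene induced by the unfolded protein response, rose from 1.11 ± 0.589 to 10.4 ± 3.19 CPM (log2 fold change 3.23, adjusted p = 0.0111), and Herpud1, which takes part in the disposal of misfolded proteins, had a log2 fold change of 0.83 (adjusted p = 0.0298). Herpud1 then fell between 12 and 24 months (log2 fold change -1.27, adjusted p = 0.00233), as did Csrnp1 (log2 fold change -2.44, adjusted p = 0.0194), while Ppp1r14d rose (log2 fold change 0.83, adjusted p = 0.0153). Of 24 immediate early genes, 1 passed at 12 months, Klf6 (log2 fold change 0.88, adjusted p = 0.0303), and 15 were higher when adjusted over the list alone (adjusted p = 0.0736 with an estimated correlation, so that the list did not hold). From 12 to 24 months 0 passed and 17 were lower when adjusted over the list alone (adjusted p = 0.0456 with an estimated correlation). The 4-month library C stood apart from libraries A and B in genes of the circadian clock, with 43.1 CPM of Dbp against 1.04 and 0.713. The 12-month libraries shared its state, with 26.9, 25.6 and 50.3 CPM, and the 24-month libraries had 1.88 and 1.28 CPM. The fall of immediate early genes from 12 to 24 months thus cannot be separated from the state of the clock. In part, neither can the differences between 4 and 12 months or between 4 and 24 months.
With the USI libraries fitted alone, 1 gene differed between 24 and 4 months, 2 between 12 and 4 months and 2 between 24 and 12 months, whereas DESeq2 gave 309, 72 and 85. Without the 4-month library C 1589 genes differed between 24 and 4 months and 1715 between 12 and 4 months, whereas the first count was 14, 15 and 24 without the 24-month A, 24-month B and 4-month B libraries and 3 without the 6 libraries with Y-linked counts, and the second was 1, 4, 3 and 3 without the 12-month B, 12-month C, 4-month A and 4-month B libraries. Between 24 and 12 months 2 genes passed without the 12-month A or the 24-month B library.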

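In the LSI, 9 genes were higher and 5 lower at 24 months than at 4 months, and 9 were higher and 1 lower at 12 months than at 4 months. Between 12 and 24 months 2 genes rose and 2 fell. Ddr2 and the carbonic anhydrase gene Car1, a marker of colonocytes, were higher at both older ages than at 4 months. Car1 is far more abundant in the colon, as given below, and carry-over of colon epithelium into these libraries was not tested.
Ddr2 rose from 0.119 ± 0.0521 CPM (SD, n = 3) at 4 months to 2.66 ± 0.31 CPM (SD, n = 2) at 24 months, a log2 fold change of 4.42 (standard error 0.49, adjusted p = 0.00027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Car1 rose from 2.19 ± 1.10 to 41.6 ± 37.4 CPM (SD, n = 3) at 12 months and 153 ± 85.8 CPM at 24 months, with log2 fold changes of 4.25 (adjusted p = 0.0198) and 6.13 (standard error 0.77, adjusted p = 0.0013). Serpinb5, a serpin of epithelial cells, rose from 6.60 ± 0.324 to 20.4 ± 1.02 CPM at 24 months (log2 fold change 1.63, adjusted p = 0.00629), and Parp3 had a log2 fold change of 1.33 (adjusted p = 0.00629). The caspase recruitment domain gene Card6, the Wnt pathway repressor gene Tcf7l1 the troponin gene Tnni1, 9130206I24Rik and 1810059H22Rik rose too. Rps4y2 fell 16.8-fold, from 24.4 ± 1.90 to 1.45 ± 0.57 CPM (adjusted p = 7.28e-08). The other named genes that fell were the zinc finger gene Zfp37, the ubiquitin ligase gene Trim35 (log2 fold change -1.15, adjusted p = 0.0211), Mxra7 and the kinase gene Lrrk2 (log2 fold change -2.32, adjusted p = 0.0397).
At 12 months 3 of 24 immediate early genes were higher and 14 were higher when adjusted over the list alone (list test adjusted p = 0.012 with an estimated correlation). Fosb, an AP-1 transcription factor gene, rose from 165 ± 46.8 to 598 ± 57.4 CPM (log2 fold change 1.86, adjusted p = 0.0435). Atf3 had a log2 fold change of 2.39 (adjusted p = 0.0321) and Egr2 one of 2.11 (adjusted p = 0.015). Hbegf, which is outside this list, had one of 1.82 (adjusted p = 0.015). The stress kinase gene Plk3 had one of 1.43 (adjusted p = 0.015). Herpud1, the one member of 22 unfolded protein response genes to pass, had a log2 fold change of 0.88 (adjusted p = 0.015, and adjusted p = 0.0499 for the list with an estimated correlation).
Markers of the colon moved with the 12-month group. Of 15 colonocyte genes Car1 alone passed, and the list was higher (median log2 fold change 0.30, adjusted p = 0.0483 with an estimated correlation). Of 16 posterior Hox genes, which mark the hindgut, 0 passed over all genes and 2 were higher when adjusted over the list alone (adjusted p = 0.0483 with an estimated correlation). Of 9 genes of a fetal-like, regenerating epithelium 2 were higher when adjusted over the list alone (adjusted p = 0.0499 with an estimated correlation).
In the 24-month LSI, 17 of 27 oxidative phosphorylation genes, 14 of 21 cholesterol synthesis genes and, in the lower direction, 11 of 15 B and plasma cell genes passed when adjusted over the list alone, while 0 of each passed over all genes. These lists did not hold with an estimated correlation (adjusted p = 0.455, 0.236 and 0.288). Herpud1 fell between 12 and 24 months (log2 fold change -1.11, adjusted p = 0.0139) and Ppp1r14d rose (log2 fold change 0.80, adjusted p = 0.0267).
As in the other sections, Dbp was high at 12 months (27.4, 47.6 and 23.3 CPM) and in the 4-month library C (51.9 CPM). It was low in the 4-month A and B (2.51 and 0.636 CPM) and 24-month libraries (1.41 and 1.02 CPM). Clock state and age are thus unseparated between 12 and 24 months and, in part, between 4 months and both older ages. With the LSI libraries fitted alone, 3 genes differed between 24 and 4 months. Between 12 and 4 months 5 differed, and between 24 and 12 months 1 did. By DESeq2 the counts were 134, 36 and 169 in the same order. Without the 3 C libraries at 4 months, an omission chosen after seeing the data, they were 16, 182 and 187. The fit without the 6 libraries with Y-linked counts leaves 1 library at 24 months, and its counts are in the closing section. Between 24 and 4 months the count was 25, 4, 8, 36 and 9 without the 24-month A, 24-month B, 4-month A, 4-month B and 4-month C libraries, and between 12 and 4 months it was 5, 5, 3, 1, 1 and 1 without the 12-month A, B and C and the 4-month A, B and C libraries. Between 24 and 12 months it was 181 without the 24-month A, 2 without the 12-month A, and 1 without the 12-month B or the 24-month B library.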

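The 3 sections of the intestine differed in large numbers of genes. Between USI and LSI, 2251 genes were higher in the USI and 2822 in the LSI, which is 29.0% of the genes tested. In the colon compared with the USI, 5821 genes were higher and 6131 lower (68.3%), and compared with the LSI 5488 were higher and 5667 lower (63.8%). Each section entered with 8 libraries, averaged over the 3 ages.
Genes of the duodenum and proximal small intestine were higher in the USI. Of 10 upper small intestine identity genes, 7 were higher in the USI and 1 lower (list test adjusted p = 0.00456 with an estimated correlation). Onecut2, a transcription factor gene of the proximal intestine, had 127 ± 8.72 CPM (SD, n = 8) in the USI and 7.58 ± 2.69 CPM (SD, n = 8) in the LSI, a log2 fold change of 4.05 (standard error 0.20, adjusted p = 6.43e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pdx1 had a log2 fold change of 6.26 and Gata4 one of 1.14 (adjusted p = 2.39e-10 and 2.03e-07). The secreted protein gene Reg1 (log2 fold change 5.08) and the alcohol dehydrogenase gene Adh1 (2.48) were also higher in the USI.
Genes of bile acid uptake marked the LSI. Of 9 genes for the ileal uptake of bile acids and cobalamin, 7 were higher in the LSI and 1 was lower (adjusted p = 0.0221 with an estimated correlation). Fabp6, the ileal bile acid-binding protein gene, had 1055 ± 260 CPM in the LSI and 0.994 ± 0.433 CPM in the USI (log2 fold change -10.07, adjusted p = 5.98e-10). The bile acid transporter gene Slc10a2 had a log2 fold change of -7.74 and the hormone gene Fgf15 one of -8.79 (adjusted p = 5.76e-10 and 5.71e-06). The brush border phospholipase gene Plb1 (log2 fold change -7.17) and Slc34a2 (-4.22) were higher in the LSI as well. Hoxb9, a posterior Hox gene, was far higher in the LSI than in the USI (log2 fold change -8.49, adjusted p = 2.4e-14). Goblet cells, the mucus-secreting cells, were marked more strongly in the LSI, with 9 of 14 genes higher there and 0 lower (adjusted p = 0.0221 with an estimated correlation).
The colon was marked by hindgut, colonocyte and goblet cell genes. All 16 posterior Hox genes were higher than in the USI and than in the LSI (adjusted p = 0.000191 and 0.000914 with an estimated correlation). Hoxb13, the most posterior of its cluster, had 170 ± 42.3 CPM in the colon and 0.0803 ± 0.0575 CPM in the USI (log2 fold change 11.11, standard error 0.41, adjusted p = 2.82e-14). Of 15 colonocyte genes, 14 were higher than in the USI and 13 than in the LSI, where 2 were lower. Car1 had 6561 ± 1342 CPM in the colon against 2.92 ± 3.11 in the USI (log2 fold change 11.35, adjusted p = 9.9e-12). The transglutaminase gene Tgm3, the amino acid transporter gene Slc6a14 and the water channel gene Aqp8 were other named genes of the colon. Of 14 goblet cell genes, 11 were higher than in the USI and 1 lower, led by the kallikrein gene Klk1 (log2 fold change 4.66) and by Muc2, which encodes the main intestinal mucin (4.24).
Absorptive, Paneth cell and proliferation genes were lower in the colon. All 20 small-intestinal enterocyte genes were lower than in the USI, with a median log2 fold change of -5.94, among them the lipid-handling genes Apoa4 (log2 fold change -9.55, adjusted p = 5e-07) and Fabp1 (-9.49, adjusted p = 1.61e-08). Of 15 Paneth cell genes, 14 were lower and 1 higher, and the defensin gene Defa26 had a log2 fold change of -8.48 against the USI. Of 25 proliferation genes, 24 were lower and 1 higher, with a median of -1.17. These 3 lists did not hold with an estimated correlation (adjusted p = 0.727, 0.398 and 0.659).
The genes that maintain DNA methylation were among those lower in the colon. Dnmt1, the maintenance methyltransferase gene, had 84.9 ± 12.0 CPM in the colon and 162 ± 33.5 CPM in the USI (log2 fold change -0.90, standard error 0.12, adjusted p = 2.39e-06). Uhrf1, which recruits Dnmt1 to hemimethylated DNA, had a log2 fold change of -1.31 (adjusted p = 1.34e-07), and the de novo methyltransferase gene Dnmt3b one of -0.81 (adjusted p = 2.16e-05). The demethylation gene Tet2 was higher in the colon (log2 fold change 0.57, adjusted p = 9.72e-05). Lgr5 was lower in the colon than in the USI (log2 fold change -0.94, adjusted p = 0.000194) and than in the LSI (log2 fold change -0.58, adjusted p = 0.0108). Proliferation genes, described above, were also lower in the colon. Whether Dnmt1, Uhrf1 and Dnmt3b were lower beyond the proliferation genes was not tested, so weaker maintenance cannot be read from these levels.
Without the 6 libraries with Y-linked counts, 3112 genes differed between USI and LSI. The paper sets these many differences between sections against the small changes with age, and states that expression follows tissue rather than age.

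**Figure D3:**
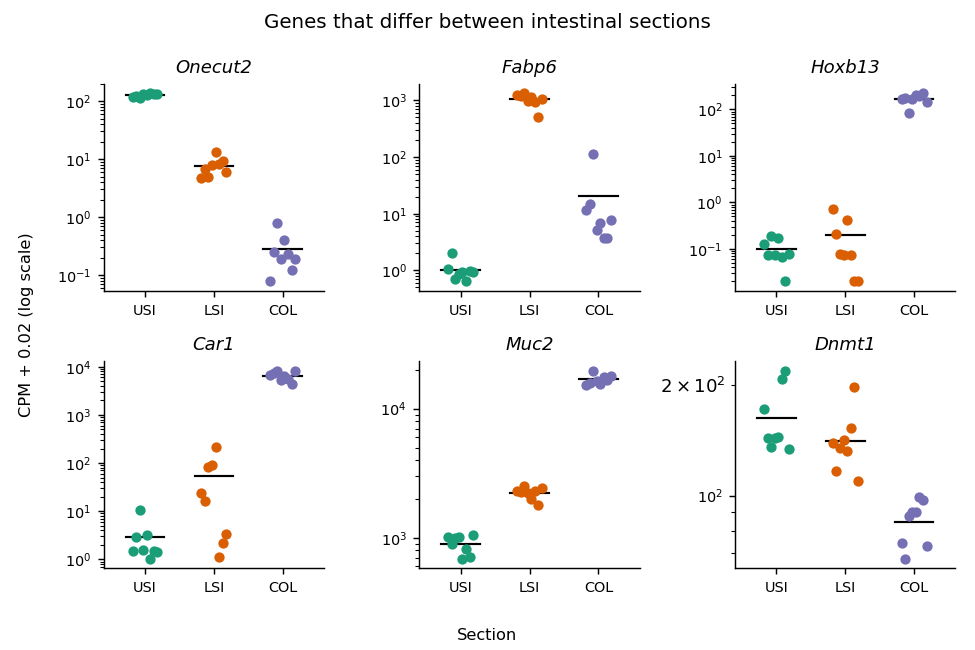
CPM plus 0.02, on a log axis, of 6 genes in the 8 libraries of each section over all ages; points are libraries and lines means. Onecut2 is highest in the USI, Fabp6 in the LSI, Hoxb13, Car1 and Muc2 in the colon, and Dnmt1 is lowest in the colon.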

**Fig. 3:**
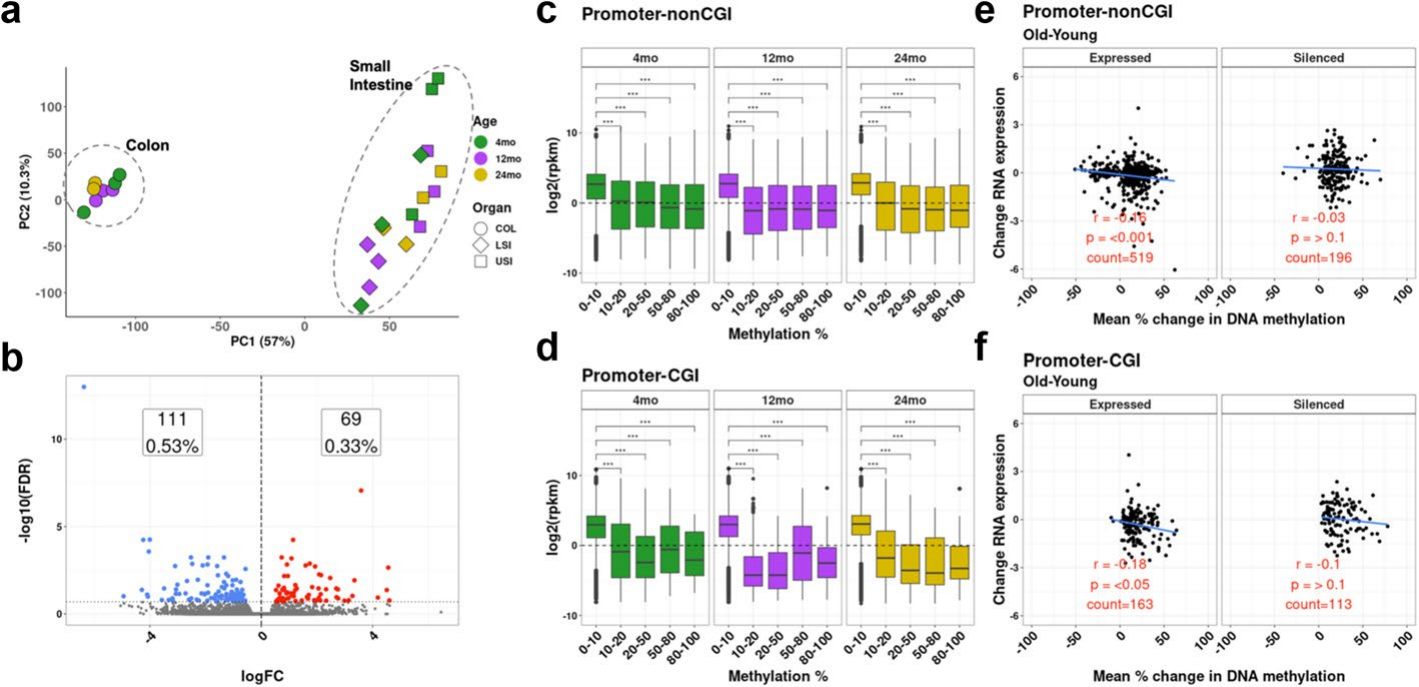
Gene expression changes with age and DNA methylation in the colon. **a** PCA plot constructed using all expressed genes in the intestinal epithelium of the upper small intestine (USI), lower small intestine (LSI), and colon (COL) at ages 4, 12, and 24 months. **b** Volcano plot showing differential gene expression between young (4 months) and old (24 months) colon samples. **c**, **d** Bar plots showing the relationship between DNA methylation (x-axis) and gene expression (average log2rpkm) on the *y*-axis in the nonCpG island (**c**) and promoter- CpG island (**d**) compartments. **e**, **f** Scatterplots showing the correlation between DNA methylation change and gene expression change for promoter CpG sites selected based on significance in the permutation analysis. Sites were further divided into those genes that are expressed in young mice (left) and those that are silenced at baseline (right). The plots show a weak but significant negative correlation between methylation change and expression change, for those genes that are expressed at baseline

To determine whether expression and methylation data were correlated, we plotted gene expression binned by methylation status (0–10%, 10–20%, 20–50%, 50–80%, and 80–100%) and analyzed separately promoters located outside or inside CpG islands. For promoters located in non-CpG island regions, expression of genes with low levels of methylation (0–10%) was higher than genes whose promoters had higher levels of methylation (Fig. 3c). This difference in gene expression with respect to DNA methylation was even more prominent in genes with promoters in CpG islands (Fig. 3d). 

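Averaged over the 3 sections, 133 genes were higher and 199 lower at 24 months than at 4 months, which is 1.90% of the genes tested. Ddr2 and Parp3 led the genes that rose, and the imprinted gene Peg3 and the histone methyltransferase gene Nsd1 were among those that fell. The p-values treat the libraries as independent, although libraries of 1 letter shared Y-linked counts or clock state across sections. The paper separates each intestine into these 3 sections, so libraries of 1 age may stem from the same mice. Clock state differed between the C libraries at 4 months and all libraries at 24 months, so it is confounded with age in part. By limma voom with the replicate block as a random effect, 10 of the 20 genes chosen by the naming rule no longer passed. Ddr2, Parp3, Card6, Rps4y2, Peg3, Ptprn and Ldoc1l still passed. Genes of the DNA methylation machinery did not pass in the fit of all libraries: of 18 measured genes 0 were higher and 0 lower, with a median log2 fold change of -0.09.
Ddr2 had 3.97 ± 2.68 CPM (SD, n = 6 libraries) at 24 months and 0.328 ± 0.245 CPM (SD, n = 9) at 4 months, a log2 fold change of 3.58 (standard error 0.26, adjusted p = 2.73e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Parp3 rose from 15.7 ± 2.94 to 34.4 ± 6.17 CPM (log2 fold change 1.14, adjusted p = 2.47e-05), and Card6 had a log2 fold change of 0.73 (adjusted p = 2.96e-05). The peptide transporter gene Slc15a2 had a log2 fold change of 4.56 (adjusted p = 0.000332) and the RNA-binding protein gene Lin28b one of 4.50 at a level of 0.321 ± 0.176 CPM (adjusted p = 0.0158). The Rab-binding gene Rabif rose by 0.25 on the log2 scale (adjusted p = 0.0107).
Rps4y2 had the smallest p among the genes that fell (adjusted p = 1.46e-12). Peg3, which encodes a zinc finger protein, fell from 5.63 ± 1.04 to 1.39 ± 1.06 CPM (log2 fold change -2.11, standard error 0.30, adjusted p = 0.000845). Nsd1 fell from 171 ± 15.6 to 138 ± 14.6 CPM (log2 fold change -0.32, standard error 0.05, adjusted p = 0.0019). Ptprn and Scg3, which encode proteins of the secretory granules of endocrine cells, had log2 fold changes of -1.91 (adjusted p = 0.000337) and -1.04 (adjusted p = 0.00408). Ldoc1l, the sodium leak channel subunit gene Unc80 and the cytochrome oxidase subunit gene Cox6b2 also fell.
Dnmt3a, a de novo methyltransferase gene, had a log2 fold change of -0.21 (standard error 0.06, adjusted p = 0.0881), and Lgr5 had one of -0.69 (standard error 0.19, adjusted p = 0.0754). Tet1 (-0.54, adjusted p = 0.23), Dnmt3b (-0.29, adjusted p = 0.29), Uhrf1 (-0.27, adjusted p = 0.354) and Dnmt1 (-0.18, adjusted p = 0.508) did not pass either, nor did Tet2 (-0.14, adjusted p = 0.581) and Tet3 (-0.04, adjusted p = 0.779). By DESeq2, Dnmt3a and Lgr5 passed (adjusted p = 0.0429 and 0.0134), and Lgr5 passed by edgeR's likelihood ratio test (adjusted p = 0.0221). Dnmt3a also passed without the 24-month LSI A library (adjusted p = 0.0464), and both passed without the 4-month USI C library (adjusted p = 0.0269 for Dnmt3a and 0.0201 for Lgr5). Without the 3 C libraries at 4 months, an omission chosen after seeing the data, Dnmt1 (log2 fold change -0.35, adjusted p = 0.0114), Dnmt3a (-0.24, adjusted p = 0.0159), Dnmt3b (-0.43, adjusted p = 0.0313), Uhrf1 (-0.44, adjusted p = 0.0219) and Lgr5 (-0.77, adjusted p = 0.0126) were all lower. Without the 6 libraries with Y-linked counts, also chosen after seeing the data, none of them passed: Dnmt1 had a log2 fold change of -0.01 (adjusted p = 1.0), Dnmt3a -0.08 (adjusted p = 0.813), Dnmt3b -0.06 (adjusted p = 0.964), Uhrf1 -0.14 (adjusted p = 0.859) and Lgr5 -0.69 (adjusted p = 0.439). Nor did Dnmt3a (adjusted p = 0.363) or Lgr5 (adjusted p = 0.4) pass in limma voom with the replicate block as a random effect. In the 9 comparisons of ages within a section, 0 of the 72 tests of these 8 genes passed, and their log2 fold changes lay between -1.16 and 0.33.
Among the gene lists, 1 of 24 Polycomb genes was lower, Cbx2 (log2 fold change -0.46, adjusted p = 0.0366), and 1 of 18 intestinal stem cell genes, Cdk6 (log2 fold change -0.64, adjusted p = 0.0192). Of 27 oxidative phosphorylation genes, Cox6b1 was higher (log2 fold change 0.26, adjusted p = 0.0207) and 16 were higher when adjusted over the list alone. Of 18 myeloid genes, Ccr2 and the integrin gene Itgam were higher (log2 fold changes of 1.93 and 0.65, adjusted p = 0.000912 and 0.0425). Of 15 colonocyte genes, Aqp8 and Car1 were higher. None of these lists held with an estimated correlation.
The count of 332 genes became 145 and 135 without the 24-month colon libraries A and B, 202 without the 4-month colon A, 520 and 86 without the 24-month LSI A and B, 163 and 147 without the 24-month USI A and B, and 960 without the 4-month USI C library. It was 47 without the 6 libraries with Y-linked counts, 813 by DESeq2, and 36 by limma voom with the replicate block (age and letter) as a random effect, against 281 by voom without it.

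**Figure D4:**
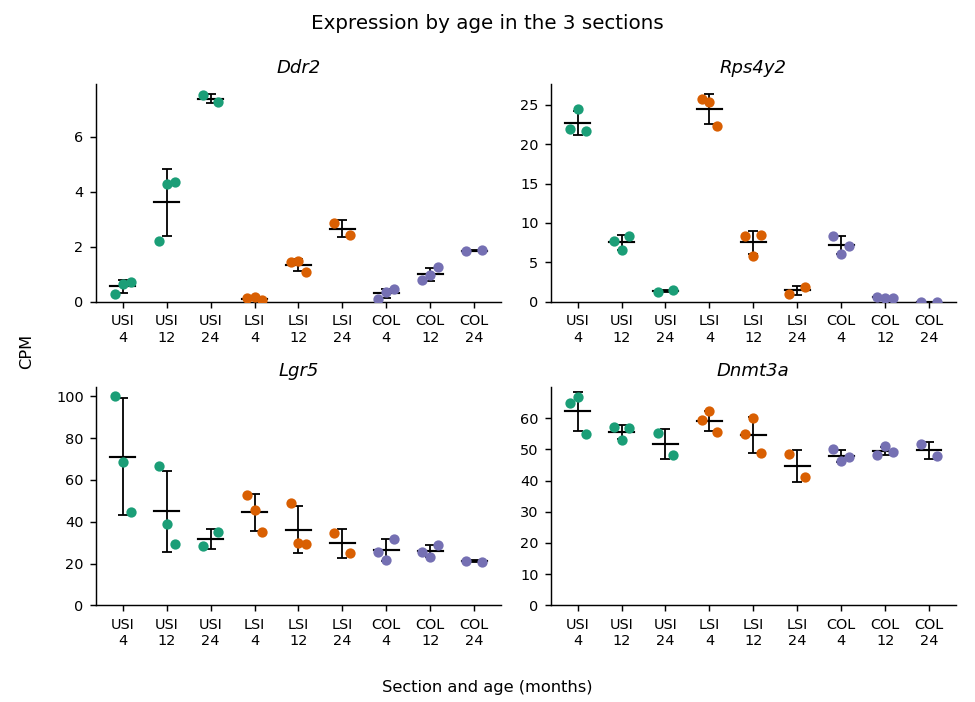
CPM of Ddr2, Rps4y2, Lgr5 and Dnmt3a at 4, 12 and 24 months in each section (3, 3 and 2 libraries); points are libraries, lines means and bars SD. Ddr2 is higher and Rps4y2 lower at the older ages in every section.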

Although the volcano plot analysis between 4-month and 24-month intestine did not show many differentially expressed genes, we explored changes in gene expression at the promoter-CpG sites that significantly changed methylation with age in the permutation analysis (Fig. 2). CpG sites that changed with age were further divided into those located in genes that are expressed or silenced in young mice. For expressed genes, we found a small but significant (Fig. 3e, f) inverse correlation between gene expression and DNA methylation change for CpG sites in promoter-nonCpG islands (*r* =  − 0.16, *p* < 0.01) and in promoter-CpG islands (*r* =  − 0.18, *p* < 0.05). As expected, those genes that are unexpressed at baseline showed no correlation between DNA methylation and gene expression change. These data show that age-related DNA methylation changes are much broader than gene expression changes, but the two processes do intersect for a few genes. To further explore RNA-seq data, we looked at non-canonical isoform changes between samples of different ages, but we did not find genes that express non-canonical isoforms with age (data not shown). However, due to the limited number of RNA-seq samples per age group, we do not have enough data to properly conduct this analysis.

### Aging but not differentiation leads to increasing entropy

Percent methylation provides an incomplete picture of DNA methylation changes because it does not consider allelic heterogeneity, also known as methylation entropy (an example of this is shown in Fig. 4a, b). We considered multiple methods to quantify entropy, including Shannon’s entropy [26] and combinatorial entropy [22]. However, those methods fail to consider the directionality of methylation change in the alleles because they treat all methylated alleles or all unmethylated alleles the same — both have an entropy of zero, which makes methylation entropy change harder to measure. To better quantify entropy, we used the change in epiallele distributions to calculate the Jensen-Shannon Distance (JSD) [22, 23], where samples are compared to a reference distribution (average JSD in 4-month samples). When the difference in the distance (JSD) between the reference and sample distribution equals or is closer to 0 there is no change in entropy, whereas a JSD of 1 refers to the greatest distance between reference and sample distribution where there is maximum change in entropy [23, 27].

**Fig. 4:**
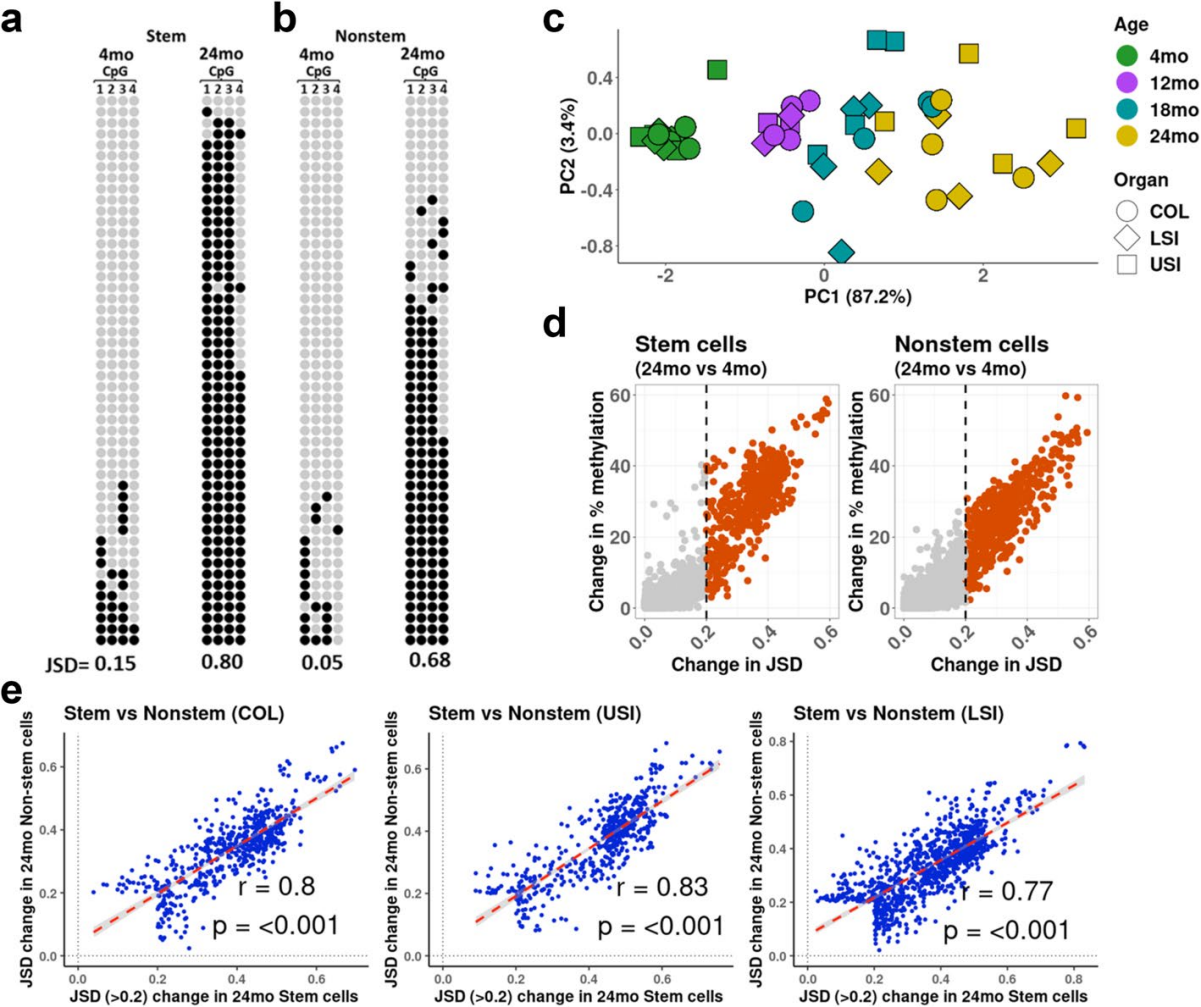
Aging but not differentiation leads to increasing entropy*.* a-b. Example methylation profiles of epialleles (4 CpGs on chr7 at positions 38,557,438, 38,557,457, 38,557,459, and 38,557,489) that have a large change in methylation entropy with age. Each row represents data from four consecutive CpG sites in a single sequenced allele (black: methylated, gray: unmethylated). **a** The left shows colon stem cells (Lgr5-GFP +) in a young (4 months) mouse vs the same loci at the right in old (24 months) mouse. (**b**) Same as **a**, but colon nonstem cells (Lgr5 − GFP −). **c** PCA plot constructed using Jensen-Shannon distances (JSDs) for 270 epialleles detected in all samples. The PCA shows clustering by age but not by tissue of origin. **d** Scatterplots showing the change in Jensen-Shannon distance (JSD) on the *x*-axis vs change in methylation on the *y*-axis in the colon between (left) young and old stem cells (Lgr5 − GFP +), and (right) young and old nonstem cells (Lgr5 − GFP −). **e** Scatterplot of CpG sites that have a JSD > 0.2 in old (24 months) in either stem cells, nonstem cells, or both in COL, USI, and LSI

In intestinal samples, 4-month-old colon samples have a narrow JSD distribution while, by 24 months, samples have a broad distribution, indicating a large dysregulation of the methylation program (Additional file 1: Fig. S6 a-f). There are 10,366 unique loci detected across all samples with a coverage greater than 40, but only 270 loci are present in all samples. We performed principal component analysis of JSD values in the 270 loci that present across all samples and found clustering solely on the basis of age (87.2%, PC1), with no clustering on the basis of tissue (Fig. 4c). This contrasts dramatically with Fig. 1b, which demonstrates that, while DNA methylation overall is primarily tissue-specific, DNA methylation entropy is exclusively an aging phenomenon.

To analyze the difference in JSD between stem cells and nonstem cells, we plotted change in entropy (*x*-axis) vs the change in methylation (*y*-axis). We found that there were very few loci changed in DNA methylation and entropy (JSD) between stem and nonstem cells (Additional file 1: Fig. S6 g-i).

in all three intestine compartments upper small intestine (USI), lower small intestine (LSI), and Colon (COL). In order to analyze the effect of aging on methylation entropy, we plotted change in entropy with age (*x*-axis) vs the change in methylation with age (*y*-axis) between stem and nonstem cell in old and young samples. We see large differences when comparing old and young samples in the colon, with 483 loci (23.8%) in stem cells and 589 loci (16.7%) in nonstem cells changing with age (Fig. 4d). Analysis for the USI (Additional file 1: Fig. S7 a-b) and LSI (Additional file 1: Fig. S7 c-d) sections showed similar results. To determine whether there is any change in methylation entropy between old (24-month) stem cell and nonstem cells, we considered all loci with JSD > 0.2 in either sample in the colon and Sl. As shown in Fig. 4e (left), changes in JSD in old stem and old nonstem cells were highly correlated (*r* = 0.8, *p* < 0.001). We saw similar results in USI (*r* = 0.83, *p* < 0.001) and LSI (*r* = 0.77, *p* < 0.001). Thus, there is no substantial difference in the disrupted entropy methylation patterns between stem cells and their daughter cells.

In our DNA methylation analysis, nonPromoter-CpGi had a higher odds of gaining methylation with age. To test this in the context of JSD, we divided the 270 loci present across all samples into CpG island and nonCpG island compartments. PCA analysis showed that both clustered with respect to age (Additional file 1: Fig. S8 a-b). We wanted to determine whether loci’s in CpG islands or nonCpG islands changed more with respect to age. We divided colon stem and nonstem cells in old and young samples into CpG island and non-CpG island compartments and analyzed change in JSD on the *x*-axis and change in DNA methylation on the *y*-axis. We find that CpG islands have more changes with an average of 45% of the loci’s changing with age in colon stem and nonstem cells, whereas only an average of 19% of loci in non-CpG islands change with age (Additional file 1: Fig. S8 c-h).

### Change in entropy in different tissues

There is controversy as to whether DNA methylation changes with age are strictly related to proliferation errors or are possibly secondary to other factors that also affect non-proliferating cells [20]. Given our data on DNA methylation entropy with age starting in stem cells, we reasoned that one test of its proliferation-dependence is to study tissues with different stem cell division rates. We therefore compared the change in entropy with age at 4 and 24 months between tissues that have very different stem cell division rates. Heart, kidney, and skeletal muscles have very low rates of stem cell division; other organs, such as the liver, spleen, and lung, have an increased rate of stem cell division, and the intestines have the highest rate. Similar to the intestine data, we looked at the distribution of JSD in 4-, 12-, and 24-month samples (Additional file 1: Fig. S9 a-g) for each tissue. In order to analyze the effect of aging on methylation entropy, we plotted change in entropy with age (*x*-axis) vs the change in methylation with age (*y*-axis) of each tissue. We found that in tissues with slow proliferative rates, such as the heart and kidney, there is very little change compared to intestinal data (Additional file 1: Fig. S9 h-n).

The distribution of entropy (JSD) with age (4-month vs 24-month) in the colon is shown in Fig. 5a, and data for the upper small intestine (USI) and lower small intestine (LSI) is shown in Additional file 1: Fig. S10 a-b, while Fig. 5b shows the distribution of entropy (JSD) in the heart, kidney, liver, and spleen. Our data show that between the old and young colon stem cells, a highly proliferative tissue, there is a threefold change in JSD distribution. In the Heart, a tissue with a very low proliferating rate, the fold change in the old versus the young is one, showing that minimal change occurs with age. We then plotted the fold change in entropy of different tissues against the 30-day tissue renewal rate (Fig. 5c). We took the overall cell division rates of these organs and calculated 30-day turnover rate (30-day turnover rate = 30 times the average turnover rate per day) for each organ (Additional file 2: Table S3). To calculate the whole organ cell turnover rate, we chose data sets where available with whole organ 3H-thymidine or Bromodeoxyuridine experiments. In cases where data was not available, we used stem cell division data for that organ (i.e., blood and muscle) because our hypothesis is that DNA methylation drift with age is a stem cell turnover phenomenon, and our data from colon and small intestine shows that this is true; thus, we assume that it is a similar case with other tissues as well. Results comparing fold change against 30-day cell turnover rates showed a very strong correlation (Pearson *r* = 0.89, *p*-value < 0.001), which suggests that methylation entropy is primarily a result of stem cell division. One difference between intestinal samples and other organs in that Intestinal data was derived from samples pooled during DNA extraction. In order to analyze whether pooling samples from different mice increases JSD, we took organs that had individual mouse samples and bioinformatically mimicked pooling. Results (not shown) obtained show that pooling decreases JSD and pooling more samples results in a decrease of JSD. Therefore, our data on pooled samples is possibly an underestimate of the true differences between individuals.

**Fig. 5:**
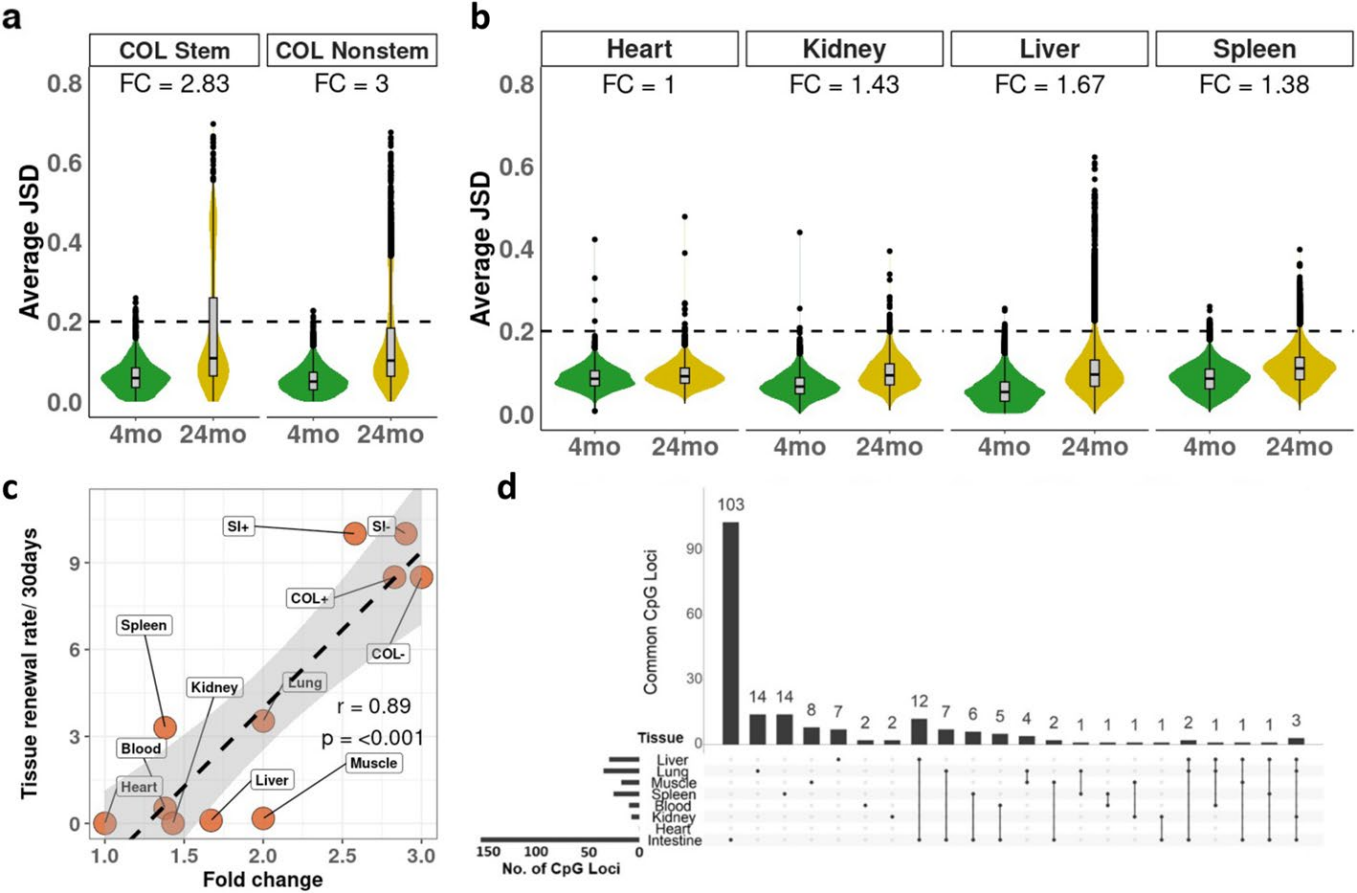
Change in entropy in different tissues. **a** Average Jensen-Shannon sistances for each locus (JSD) in young (4 months) and old (24 months) mice in the colon (COL) in both stem (Lgr5 − GFP +) and nonstem (Lgr5 − GFP −) cells (fold change calculation in the “Methods” section). **b** Same as **a** for the given tissue. **c** Scatterplot of fold change in JSD with age on the *x*-axis vs 30-day tissue renewal rate on the *y*-axis: COL +  = colon stem cells, COL −  = colon nonstem cells, SI +  = small intestine (USI + LSI) stem cells, SI −  = small intestine (USI + LSI) nonstem cells. **d** UpSet plots of commonly detected loci with Jensen-Shannon distance (JSD) > 0.2 in different organs (liver, lung, muscle, spleen, blood, kidney, heart, and intestines)

Finally, considering loci that were detected in all tissues, with a JSD > 0.2 in at least one tissue, we did not find loci that changed with age across all tissues and very few that changed in multiple tissues (Fig. 5d). In contrast, in the three sections of the intestine (which correspond to highly related tissues), most loci with JSD > 0.2 were overlapped (Additional file 1: Fig. S10 c). Thus, DNA methylation entropy change is highly tissue-specific, in addition to being very closely correlated with stem cell turnover. Lastly, in order to further justify our use of Jensen-Shannon Distance (JSD) to measure entropy, we also used Shannon’s entropy to measure change in entropy between 4-month and 24-month samples in different tissues, where Shannon’s entropy does not show significant changes between ages in the colon and other organs (Additional file 1: Fig. S10 d-e), whereas JSD shows considerable changes especially in the colon.

## Discussion

In this study, we found that most age-related DNA methylation drift is attributable to adult stem cell replication. Analysis of stem cells and differentiated cells in the same tissues show nearly identical age-related changes, and studies across nine different tissues show that stem cell turnover is the primary driver of methylation change with age. Furthermore, we find that the most specific methylation change linked to aging is an increase in entropy in the CpG island compartment.

Intestinal stem cells divide 3–4 times to differentiate into the different cell types that compose the intestinal epithelium [28]. We compared DNA methylation changes between stem cells and nonstem cells, and in young (4-month) mice, we found identical patterns. Old stem and nonstem cell samples, while still very similar, demonstrated more heterogeneity (Fig. 1d). This may be due to the possibility that older stem cells have a more unstable methylome. Alternately, some old stem cells with profoundly altered methylomes may have lost the ability to differentiate properly. The small differences in DNA methylation observed in old stem vs. nonstem cells could be explained if these profoundly altered stem cells are missing or under-represented in the differentiated cell compartment.

In this study, we found that using quantitative percent methylation to study aging gives an incomplete picture because it does not take epigenetic heterogeneity (allelic methylation) into account. Epigenetic heterogeneity can be defined as different patterns of DNA methylation in the same genetic region within different cells of a given tissue or origin [22, 29]. We used the principles of entropy, Jensen-Shannon distance, to study patterns of allelic methylation change with age. Jensen-Shannon distance measures the similarity between two probability distributions, with overlapping distributions (low entropy) having a low JSD and non-overlapping distributions (high entropy) having a high JSD [23]. Our results for the intestine showed that when compared between stem cells and nonstem cells of the same age, there was very little difference in entropy (Fig. 4e). When we compared the entropy change between 4-month and 24-month samples (in stem cell and nonstem cells), there were large changes in entropy (Fig. 4d, e). The importance of measuring entropy is clearest when comparing PCA plots using standard DNA methylation (Fig. 1b), the primary variation in data (PC1) is explained by tissue type. In marked contrast, PCA analysis of JSD values only identifies aging as a source of variability (Fig. 4c). Thus, using JSD instead of % methylation is preferable to study aging because it will not be influenced as much by changes in differentiation or cellular composition.

Using JSD, we find the clearest evidence to date that DNA methylation drift with age is a result of adult stem cell turnover. Tissues with low rates of cell division, i.e., heart and kidney, had much lower rates of entropy when compared to the intestine (Fig. 5a, b), while tissues with intermediate rates of cell division fell in between. This strongly argues that age-related DNA methylation changes are a result of random replication errors and are excellent biomarkers for stem cell age. Furthermore, the data are supported by the observation that chronic inflammation (which increases stem cell turnover) accelerates age-related methylation, while caloric restriction (which slows down metabolism and stem cell turnover) also slows down the accumulation of age-related methylation defects. We acknowledge that there is a limitation in our analysis because, in the colon and small intestine, the hierarchy is simple, whereas other tissues such as blood have a more complex hierarchy. In our analysis, we used three main types of tissues — non-proliferative (the best example being the heart), mildly proliferative (blood and lung for example), and very highly proliferative (colon and small intestinal epithelium). Aligning these is sufficient to give the strong correlation we observe (Fig. 5c), and our conclusion is that an increase in DNA methylation drift and entropy with age is a result of stem cell replication in adult tissues. However, not all tissues fit neatly in the scatterplot, but this likely reflects biology and unknowns. For example, the liver can be quiescent or proliferative depending on exposures over a lifetime. In some cases, the methylation data can be more accurate than the reported tissue renewal rates (blood and spleen likely have a shared ultimate stem cell, explaining similar methylation but different reported turnover rates). Also, methylation data for the organs was generated using whole organs and not purified cell types like epithelium. Some organs are constituted of cell types derived from different stem cells leading to skewing of results. It is possible that in tissues with complex hierarchy, there might be slightly different results, which is worth examining in the future.

Age-related methylation drift is evolutionarily conserved across species, and that methylation drift is inversely proportional to longevity [12]. Many groups have used these methylation changes to create epigenetic clocks that estimate biological age, with difference between biological age and estimated age correlating with disease and life expectancy [30–34]. Some of the clocks developed are used across many different tissues. Some studies have used methylation arrays to study changes in DNA methylation in mice; such arrays could provide a wider range of CpG sites to construct epigenetic clocks or to study tissue specificity [35]. It would be of interest to see if our differential methylation analysis results can be replicated using such arrays. However, one drawback of using arrays is that one cannot measure entropy using data generated from arrays. Our data suggest very little overlap in aging changes between distantly related tissues and between tissues that have very different stem cell proliferation rates. While clocks constructed by mixing groups of CpG sites specific for certain tissues may yield assays that work in different tissues, it may be preferable to use tissue-specific clocks for the most accurate results. Moreover, our data suggest that clocks that measure entropy may provide more accurate measurement of methylation age when compared to clocks based on % methylation.

## Conclusion

We have shown through PCA analysis that the overall DNA methylation pattern in intestinal epithelial cells is tissue specific. In the colon epithelium of young (4 months) mice, there are no DNA methylation differences between stem cells and nonstem cells, while this difference between stem and nonstem increases slightly (0.2%) in old (24 months) mouse colon, with small intestine showing similar results. However, with age (24 months vs 4 months), there is an overall DNA methylation change of 3–4% in both stem cells and nonstem cells and the changes in each cell type are highly correlated, leading us to the conclusion that DNA methylation drift with age in the intestinal epithelium is due to stem cell division. We extended these findings to include data from 12-month and 18-month mice using permutation analysis detecting 8102 CpG sites that significantly change with age and that the odds of DNA methylation change with age were the highest in non-promoter CpG islands. We performed a differential methylation analysis between the small intestine and colon irrespective of age and found that methylation changes in aging and in differentiation target distinct genomic compartments. RNA-seq analysis showed that DNA methylation change with age does affect overall RNA expression. In expressed genes, we found a small but significant inverse correlation between DNA methylation and gene expression, especially in CpG sites present in promoter-nonCpG islands.

We also quantified changes in entropy with age in the intestinal epithelium, using the Jensen-Shannon distance (JSD) and found that between stem cells and nonstem cells of the same age, there was very little difference in entropy, whereas there were large changes in entropy between 4 and 24 months in both stem cell and nonstem cells. PCA analysis using JSD showed age as the biggest source of variation between the sample, not cellular differentiation as was is shown in the DNA methylation PCA analysis. Since we first analyzed JSD from intestinal epithelium that has a high cellular turnover rate, we extended the comparison to other organs (blood, heart, kidney, liver, lung, skeletal muscle, and spleen) that have different turnover rates. We estimated the turnover rate for 30 days in each organ, calculated fold change in JSD with age, and saw that there was a high correlation between change in entropy and turnover rate offering further evidence for our conclusion that an increase in DNA methylation drift and entropy with age is a result of stem cell replication in adult tissues.

## Methods

### Mouse intestinal cells

Lgr5-EGFP-IRES-creERT2 (JAX Labs) mice were aged 4 months, 12 months, 18 months, and 24 months. At each time point, the small intestine and colon were harvested. The small intestine was bisected into two halves, upper and lower. Intestinal tissue sections were dissected longitudinally, washed with cold PBS, and cut into small pieces approximately 5 mm in length. The fragments were incubated for 20 min in 25 mL room temperature (15–25 °C) Gentle Cell Dissociation reagent (Stem Cell Technologies) on a rocking platform at 20 rpm. Tissue segments were gravity settled for 30 s and the supernatant was discarded. Tissue sections were resuspended in 10 ml cold PBS and vortexed for 5 s. After the tissue pieces were settled, the supernatant with the crypts was passed through a 70-μm filter. Vortexing and filtering were repeated 5 times. The collected crypts were centrifuged at 290 × g for 5 min. Supernatant was discarded and the pellet was resuspended in 2 ml Tryple Express with 200 μl DNAseI (NEB) and incubated at 37 °C for 20 min with agitation every 5 min. The dissociated cells were passed through a 20 μm filter and then sorted (BD FACS Aria II & Sony SH800) into GFP + and GFP − pools to separate stem cells and nonstem cells, respectively.

### Non-intestinal mouse tissues

Whole mouse organs or tissues from Lgr5-EGFP-IRES-creERT2 mice were collected along with the intestinal sections. They were minced using a scalpel and incubated at 50 °C in 2% SDS and 25 mM EDTA for 3 days.

### DNA extraction

Collected cell pools for all tissues were lysed in 2% SDS and 25 mM EDTA overnight. Ammonium acetate (10 M) was added to make the precipitate of SDS with proteins and was removed by centrifugation at 12,000 rpm. Next, DNA was precipitated using isopropanol, washed with 70% ethanol, and dissolved in dissolved in LTET (Tris 10 mM, EDTA, 0.1 mM + Tween 20,0.1%). DNA concentration was measured using Qubit dsDNA Broad Range kit (Thermo Fisher, # Q32850).

### Reduced representation bisulfite sequencing (RRBS)

Two micrograms of DNA were digested with 100 U of *Msp*I endonuclease (NEB, #R0106) at 37 °C for 3.5 h. Klenow fragment (3′ > 5′ exo-) DNA polymerase (NEB, #M0212) was used to fill in 3′ recesses and create 3′ dA overhangs. Size selection by AMPure XP beads (Beckman, # A63881) with 2X bead solution to DNA volume was performed. Methylated sequencing adapters (NEB, #E7535) were ligated to the DNA fragments using T4 DNA ligase (NEB #M0202) at 16 °C overnight. Adapters were cleaved with by incubation with USER enzyme (NEB #M5505) at 37 °C for 15 min. Dual size selection was done by AMPure XP beads to remove DNA fragments greater than 500 bp and less than 150 bp. Purified DNA fragments were bisulfite converted using the EpiTect Bisulfite Conversion Kit (Qiagen, #59,104). The bisulfite-converted fragments were cleaned up using 3 × AMPure beads to DNA ratio. We used NEBNext Index i7 primers (NEB #7335, #7500) to amplify the libraries with EpiMark Hot Start Taq (NEB, #M0490) for 15 cycles. Resulting library concentrations were measured using the Qubit dsDNA High Sensitivity kit (Thermo Fisher, # Q32851). Agilent Bioanalyzer was used to determine the size distribution and molarity of the libraries using the Agilent High Sensitivity DNA kit (Agilent, #5067–4626). The libraries were pooled to a concentration of 10 nM and spiked 25% with phiX (Illumina, #FC1103001) to ensure sequence diversity. Sequencing was performed over several years at multiple facilities.

### RNA extraction and sequencing

With the exception of sorting, pooled intestinal cells were extracted as above. Pellets were lysed in 1 mL TRIzol (Thermo Fisher, # 15,596,026) and 100 µL of bromo-chlorophenol (Fisher, # AC173530050) was added. Phase separation was done by centrifugation at 12,000 g for 15 min at 4 °C. Supernatant containing RNA was collected, RNA precipitated with an equal volume of isopropanol, and washed with 1 ml 75% ethanol. The RNA pellet was collected by centrifuging at 7500 g for 5 min and dissolving in 30 μl nuclease-free water. RNA concentration was determined with Qubit RNA Broad range kit (Thermo Fisher, # Q10210) and RNA integrity score (RIN) was determined using Agilent RNA 6000 nano kit (Agilent, # 56,067–1511). RNA was sent to BGI, who performed library preparation and sequencing.

### Data processing

Sequenced RRBS libraries were trimmed using TrimGalore and the Bismark Bisulfite Read Mapper and Methylation Caller were used to align reads to the mm9 genome and call CpG methylation. Data were filtered for a minimum coverage of 20 reads at each CpG. RNA libraries were trimmed using trimmomatic, then aligned to the mm9 genomes and genes counted using STAR. Differential expression analysis was performed in R using the edgeR with standard parameters.

### Differential methylation

For two condition comparisons, differential methylation was calculated using the methylKit R package. Data were corrected for overdispersion, then differential methylation was called with methylKit standard parameters, using chi-square with *p*-values corrected for multiple testing using the SLIM method [36]. Statistical significance was calculated by a chi-square test and corrected for overdispersion. CpG sites were filtered for an absolute methylation difference of greater than 5% and a corrected *p*-value of less than 0.05 to select CpG sites showing methylation changes. All sample differential methylation was tested using a permutation test. Data were stripped of their identifiers, randomly shuffled 1000 times, and then the Spearman correlation between these randomly shuffled values and percent methylation was calculated. Empirical *p*-values were calculated using the formula $$p= \frac{r}{n}$$ where p is the empirical *p*-value, *r* is the number of replicates with a Spearman correlation greater than or equal to the given correlation, and *n* is the total number of permutations performed. CpG sites were filtered for |*r*|≥ 0.5 and empirical *p*-value < 0.05 to select CpG sites showing methylation changes.

### Methylation entropy

Methclone [22] was used to find epialleles, defined as four CpGs within 60 bp of each other with a minimum coverage of 40 reads. The Jensen-Shannon distance was calculated using the epiallele frequencies, with 0 CpGs, 1 CpG,…, 4 CpGs methylated, to quantify the disorder present in the epialleles, using the formula

$$\begin{array}{c}d=\sqrt{\frac{D\left(P_L^{(1)},\;Q\right)+D\left(P_L^{(2)},\;Q\right)}2}\\\mathrm D\left(P,\;Q\right)=\sum\limits_\ell P(\ell)log_2\left(\frac{P\mathit(\ell\mathit)}{Q\mathit(\ell\mathit)}\right)\end{array}$$

where $$\mathcal{l}$$ is the frequency of methylated CpGs on the epiallele; $$Q$$ is the reference distribution, for example, average allele frequency in young mouse colon cells; and *P* is the sample distribution, for example, 24-month-old mouse colon stem cells. If the reference and sample distributions do not overlap JSD equals 1, if they overlap completely then JSD equals 0, and with intermediate levels of overlap the value ranges between 0 and 1.

### Differential isoform

Raw paired-end RNA-seq reads were quality trimmed using trim_galore with default settings. Following trimming, reads were quantified using Salmon v1.9 to the GRCm39 transcriptome and setting the number of bootstrap replicates to 30 in order to estimate the technical variance in abundance estimates prior to differential isoform usage analysis. The R package fishpond was then used to scale counts from bootstrap replicates and estimate isoform proportions. Differential isoform usage was then performed using the swish method in order to account for uncertainty in transcript abundances and identify transcripts where the isoform proportions change across condition.

### Statistics

Odds ratios (OR) were calculated for changes in methylation at specific genomic locations (CpG-Promoter, CpG-NonPromoter, nonCpG-Promoter, nonCpG-nonPromoter) using a 2 × 2 contingency table comparing CpGs in the given location to all other CpGs and Fisher’s exact test.

Differences between the JSD of old and young samples were assessed using Levene’s test of equal variance and corrected for multiple testing using Bonferroni correction.

JSD fold change was calculated by taking the means of the different groups divided by the mean in the reference group using the formula:

$$\mathrm{fold change}=\left(\frac{\frac{\Sigma {JSD}_{\mathrm{old}}}{n}-\frac{\Sigma {JSD}_{\mathrm{young}}}{n}}{\frac{\Sigma {JSD}_{\mathrm{young}}}{n}}\right)$$

where JSD is the Jensen-Shannon distance for the given group and n is the number of epialleles.

All plots were generated in *R* using the ggplot2 package.

## Supplementary Information

**Additional file 1: **Contains all supplementary figures and supplementary methods.

**Additional file 2:** Contains all supplementary tables.

**Additional file 3:** Review history.

## Data Availability

Sequence data from this article can be found in the NCBI GEO under accession number GSE213723 (37). Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Jean-Pierre J. Issa, MD ().

# Supplementary material for: DNA methylation entropy as a measure of stem cell replication and aging
**Source:** Genome Biol. 2023 Feb 16;24:27. doi: 10.1186/s13059-023-02866-4
**Supplement:** Supplementary file 1 — Additional file 1: Contains all supplementary figures and supplementary methods.

Fig. S1

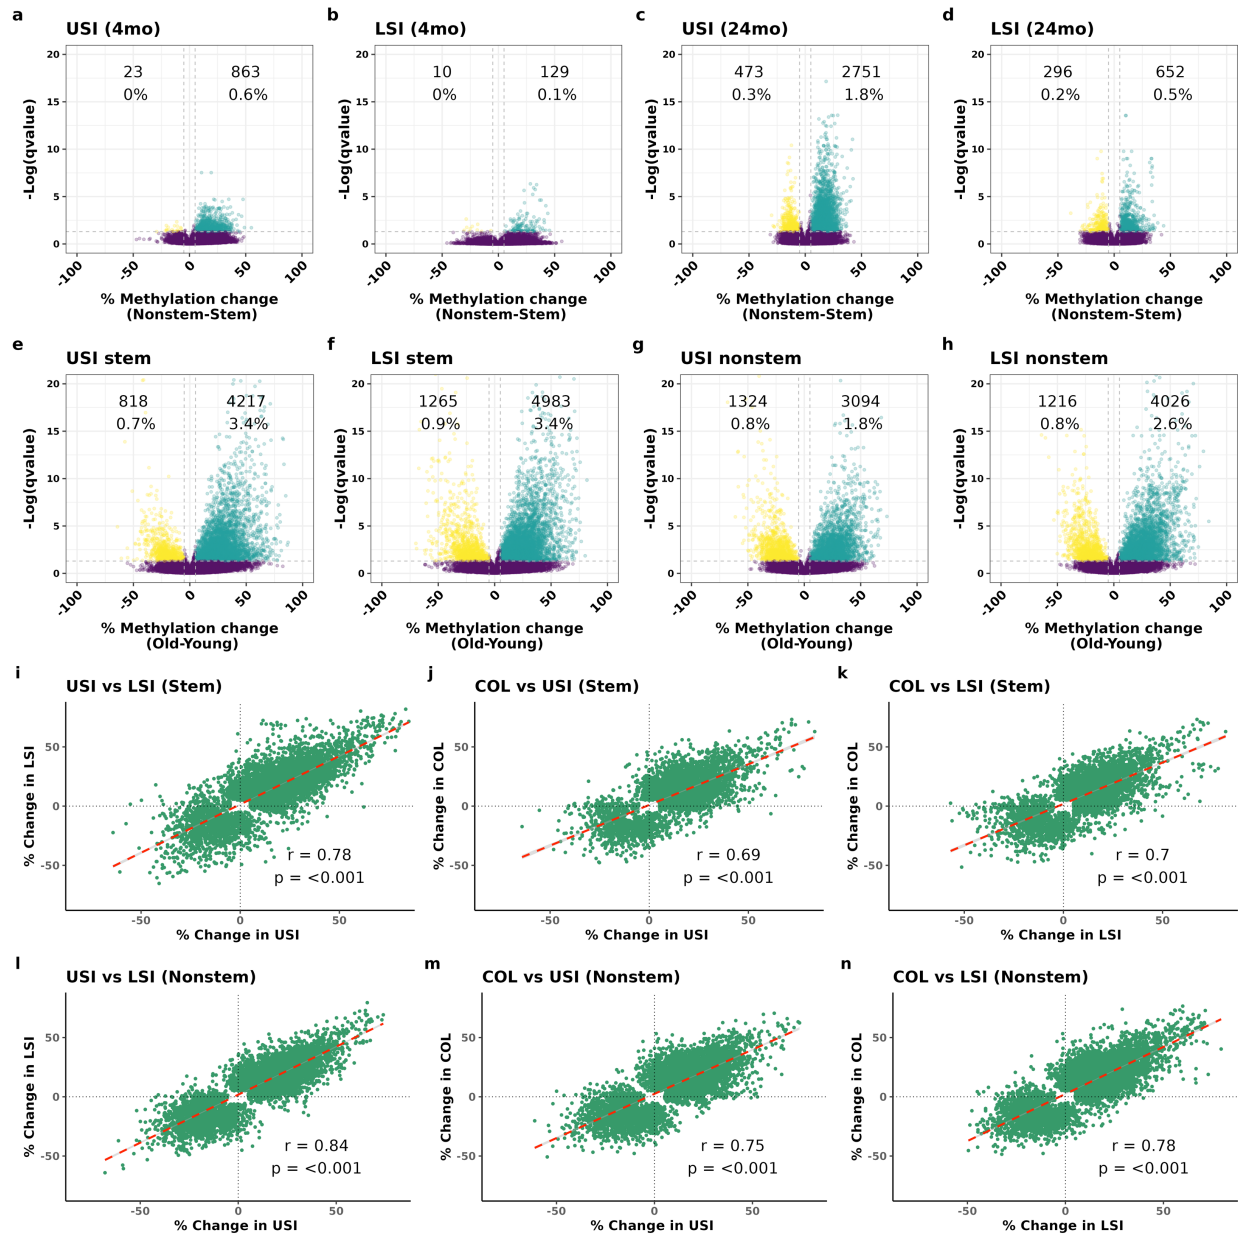

Fig. S2

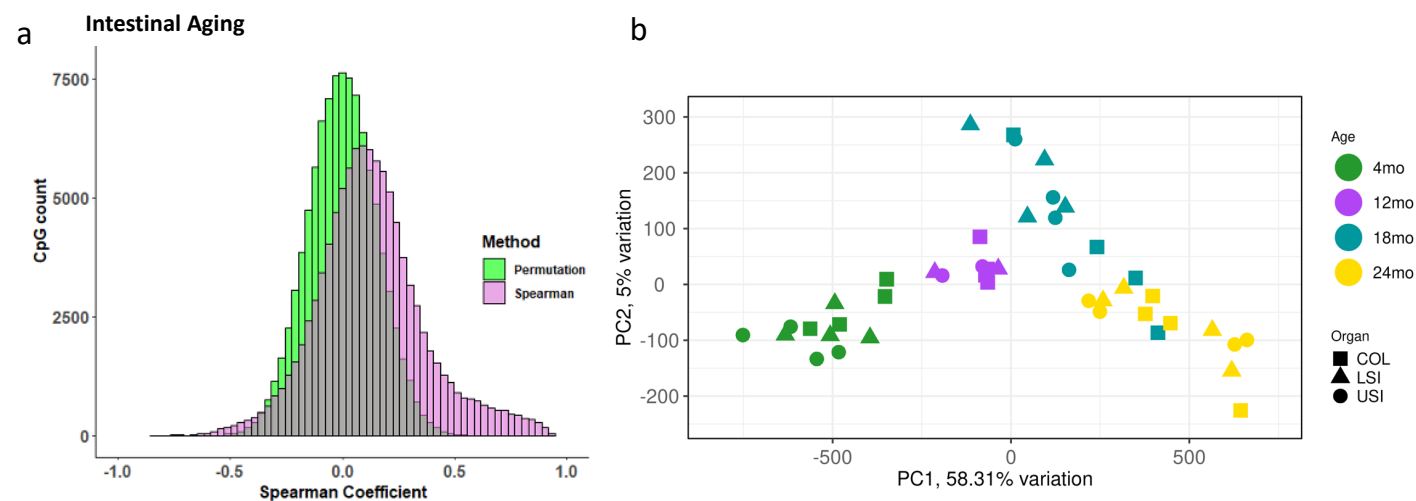

Fig. S3

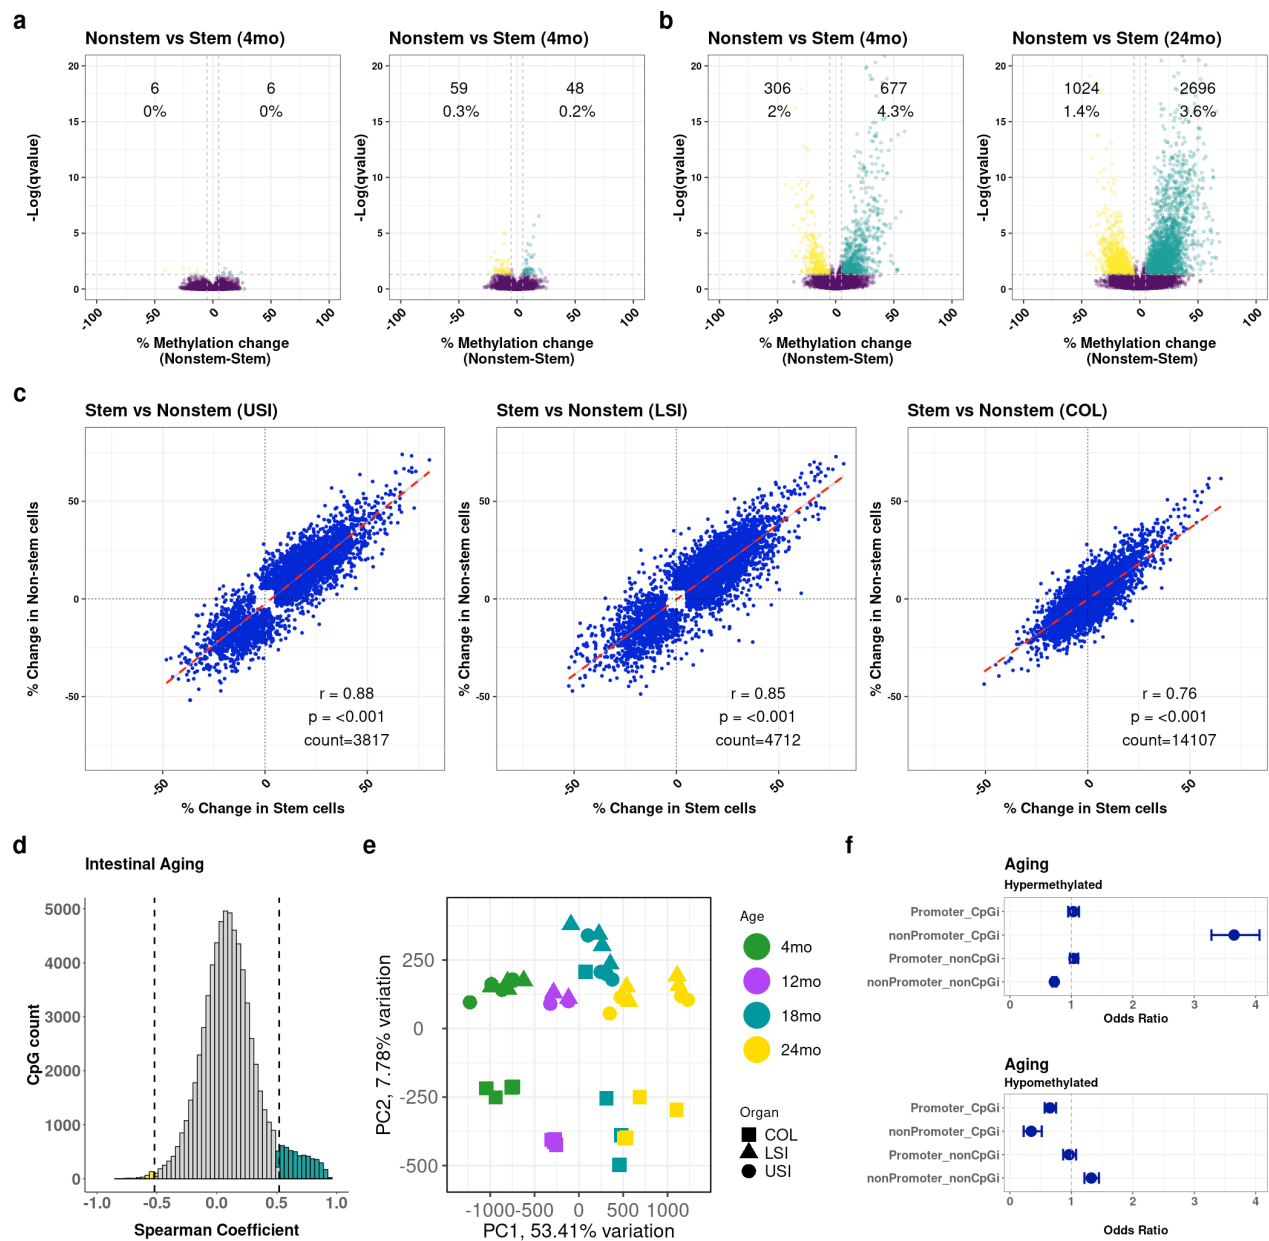

**g. Change in differential methylation results between coverage 20 and 30:**

|                                      | Coverage 20      |                 | Coverage 30      |                 |
|--------------------------------------|------------------|-----------------|------------------|-----------------|
|                                      | Hypermethylation | Hypomethylation | Hypermethylation | Hypomethylation |
| Stem vs Non-stem (4 month)           | 0%               | 0%              | 0%               | 0%              |
| Stem vs Non-stem (4 month)           | 0.2%             | 0.2%            | 0.2%             | 0.2%            |
| 24-month vs 4-month (stem cells)     | 3%               | 1.1%            | 4.3%             | 2%              |
| 24-month vs 4-month (Non-stem cells) | 2.8%             | 0.9%            | 3.6%             | 1.4%            |

**h. Change in correlation coefficient between coverage 20 and 30:**

|                         | Coverage 20 (Spearman coefficient) | Coverage 30 (Spearman coefficient) |
|-------------------------|------------------------------------|------------------------------------|
| Stem vs. Non-Stem (USI) | $r = 0.86$                         | $r = 0.88$                         |
| Stem vs. Non-Stem (LSI) | $r = 0.84$                         | $r = 0.85$                         |
| Stem vs. Non-Stem (COL) | $r = 0.86$                         | $r = 0.91$                         |

Fig. S4

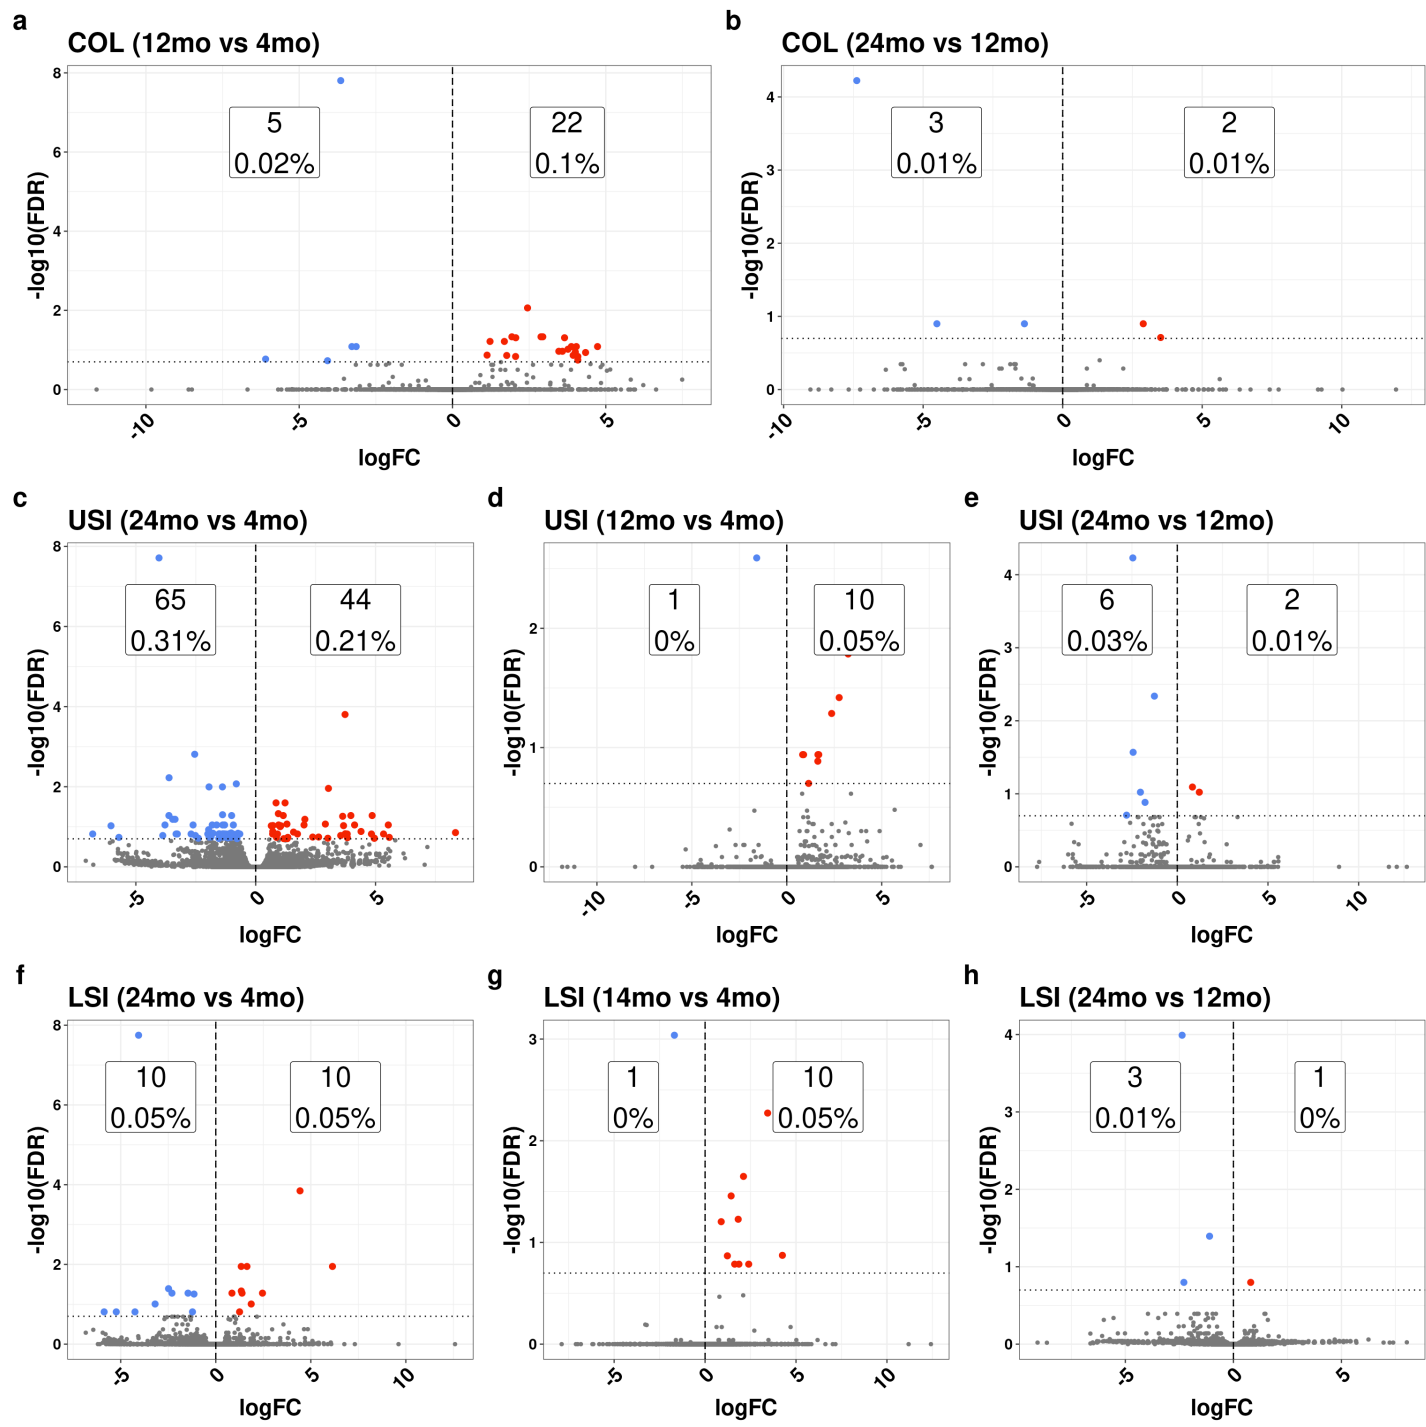

Fig. S5

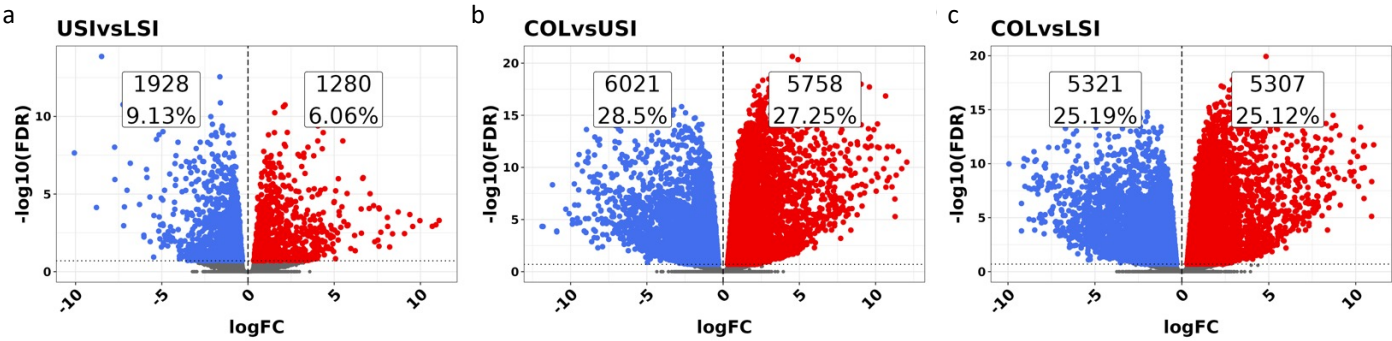

Fig. S6

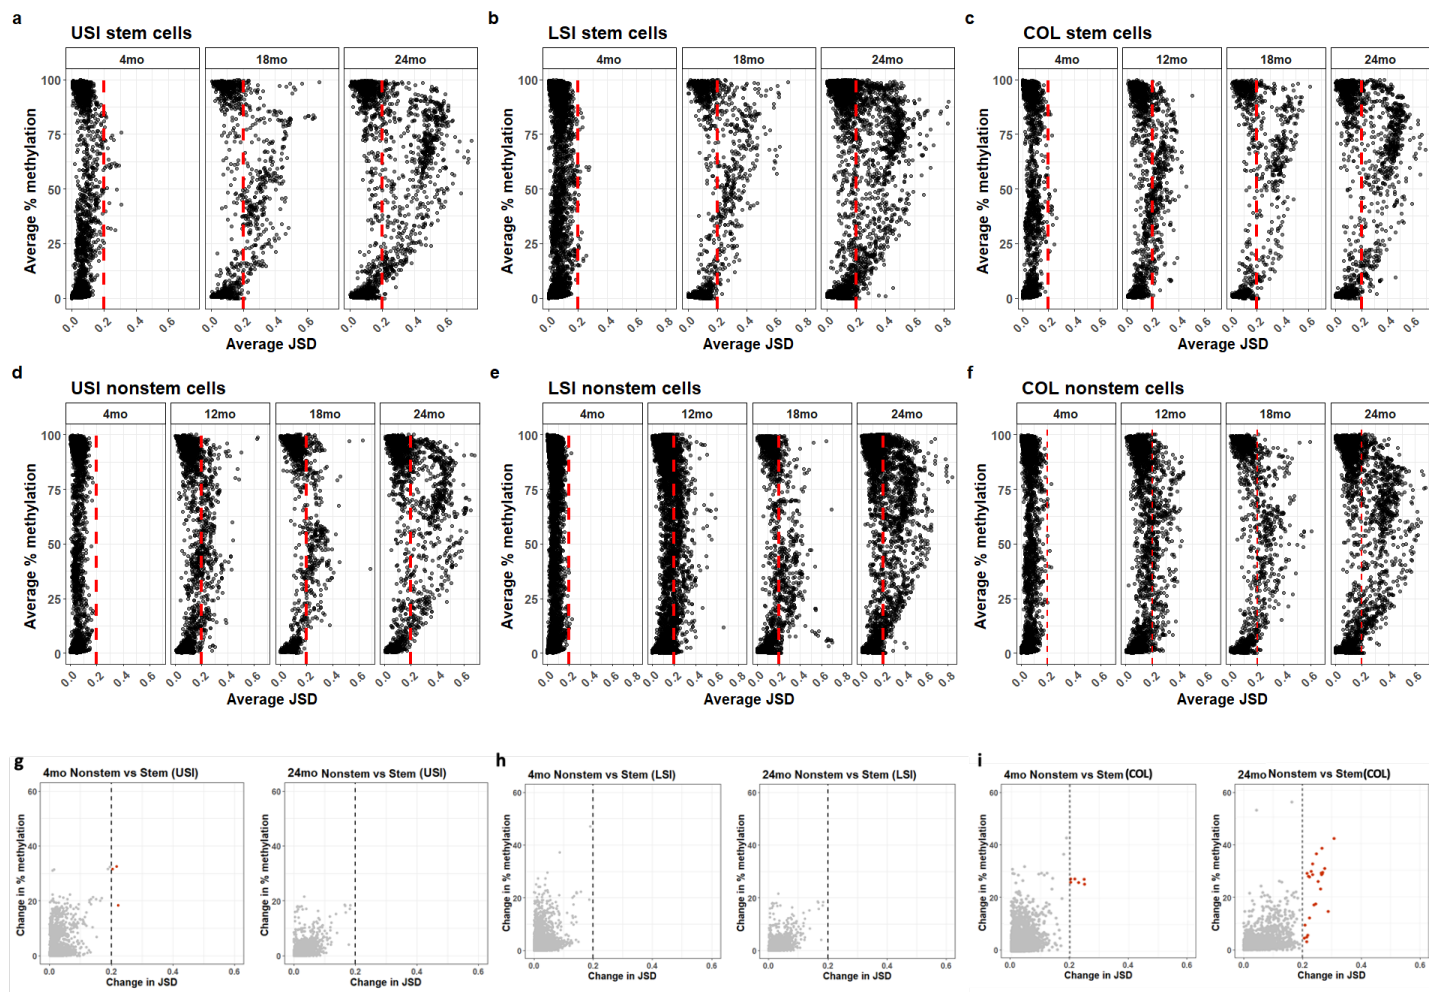

Fig. S7

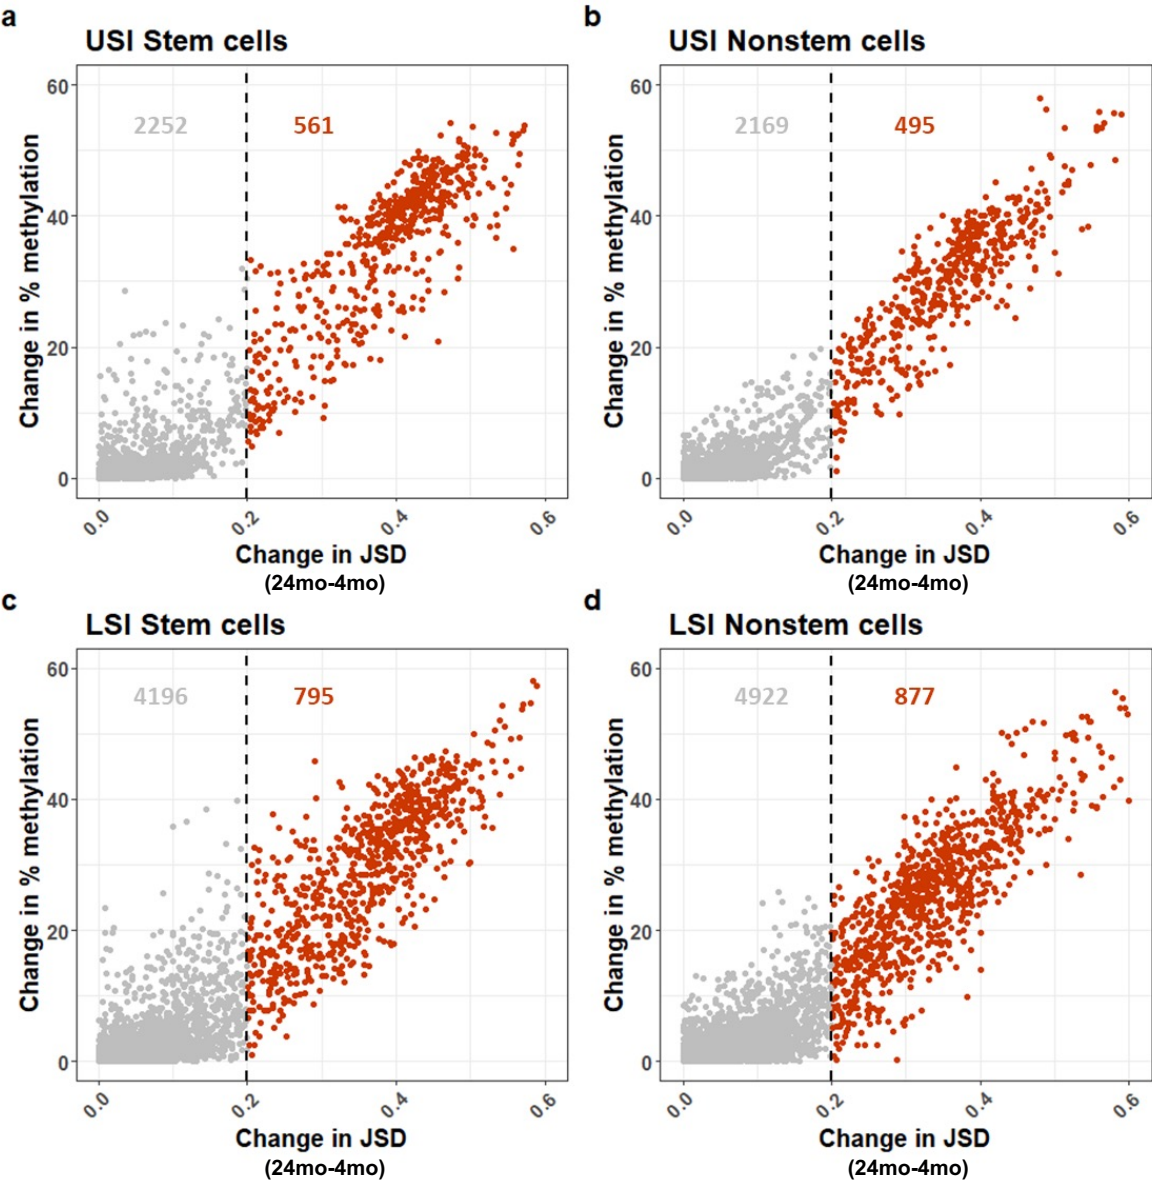

Fig. S8

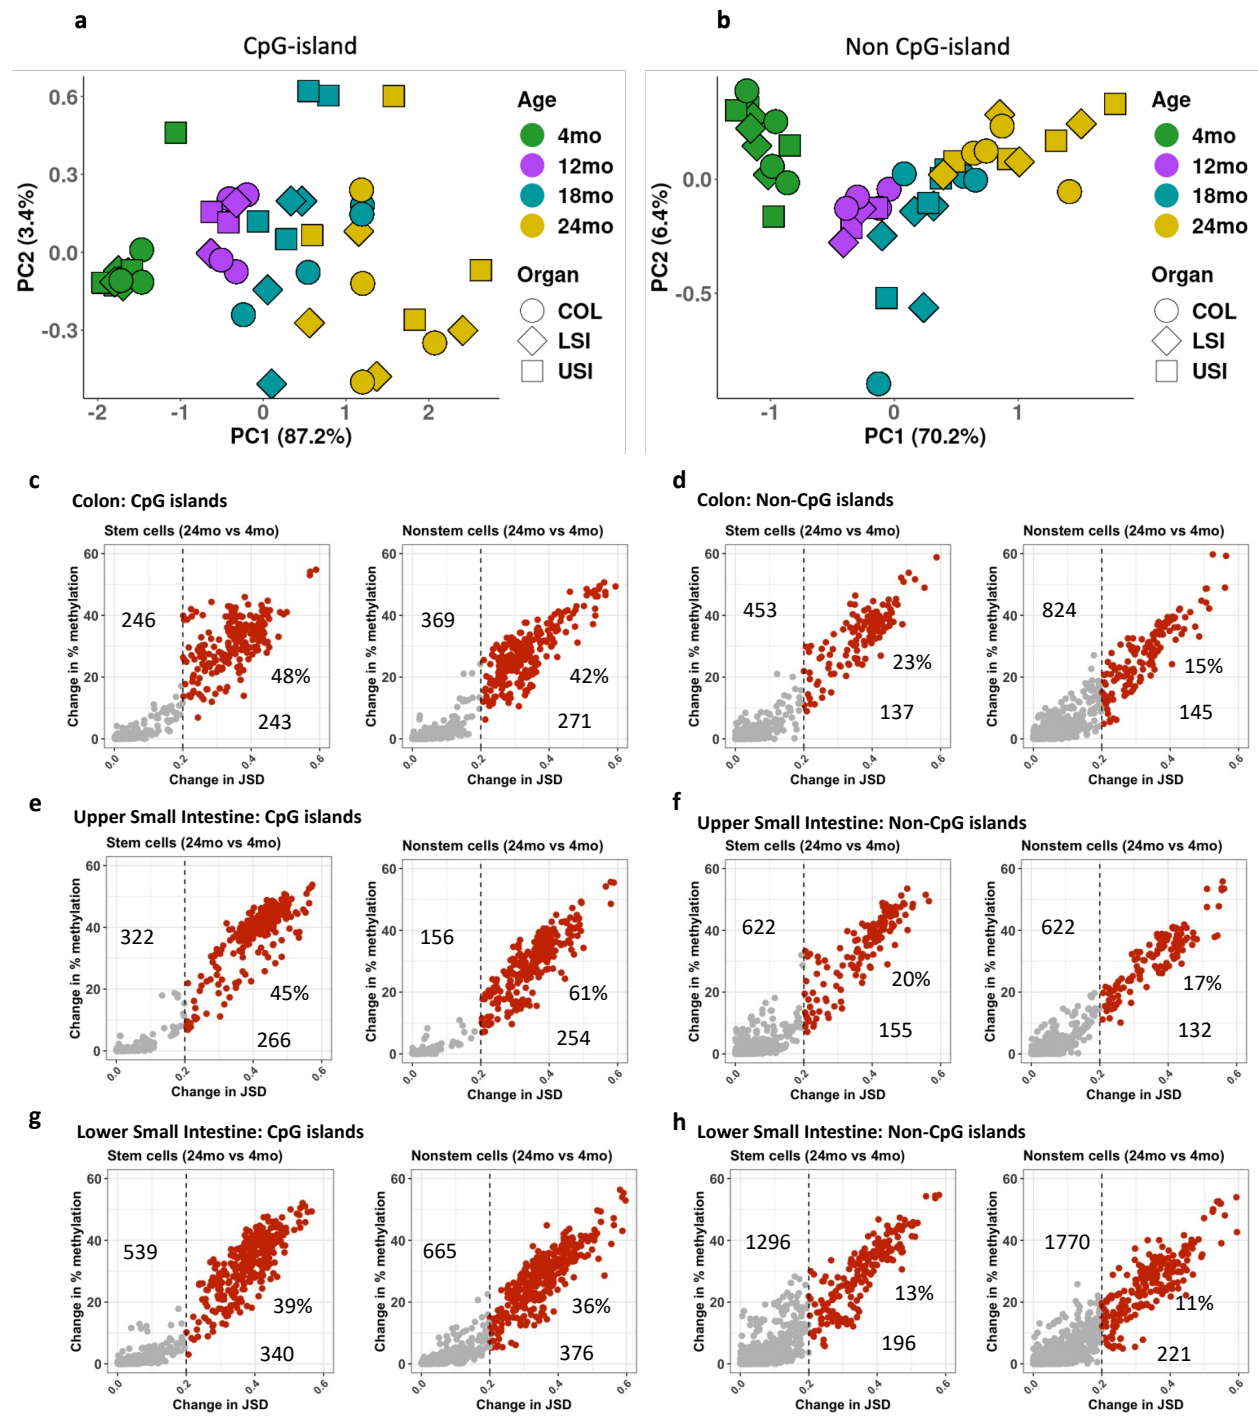

Fig. S9

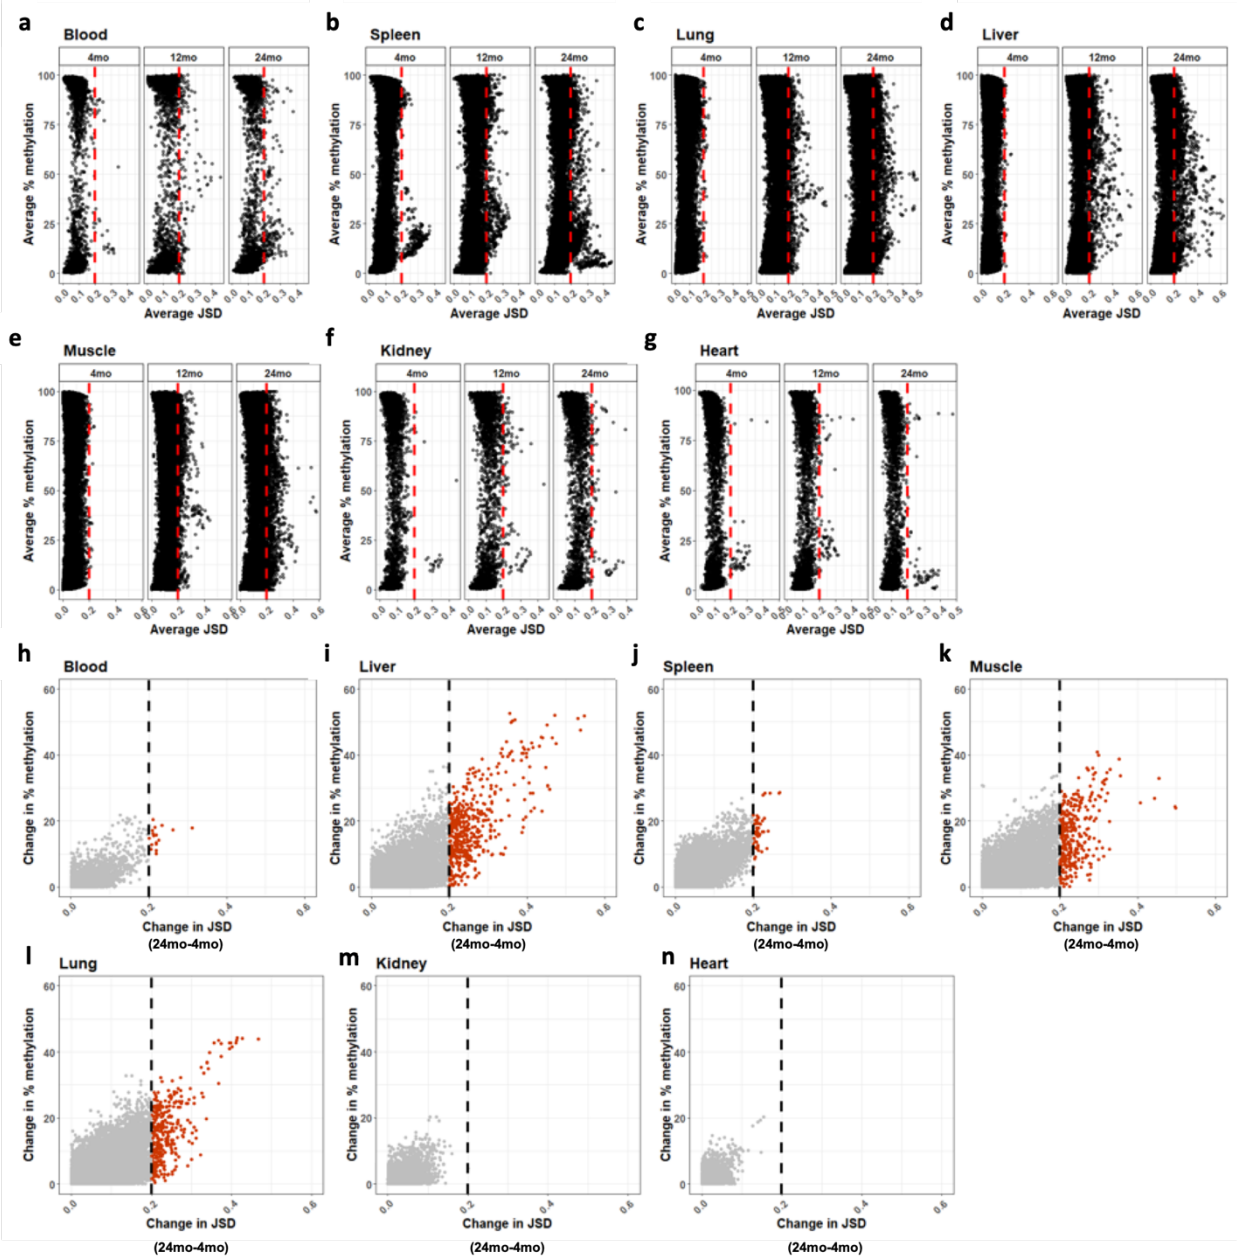

Fig. S10

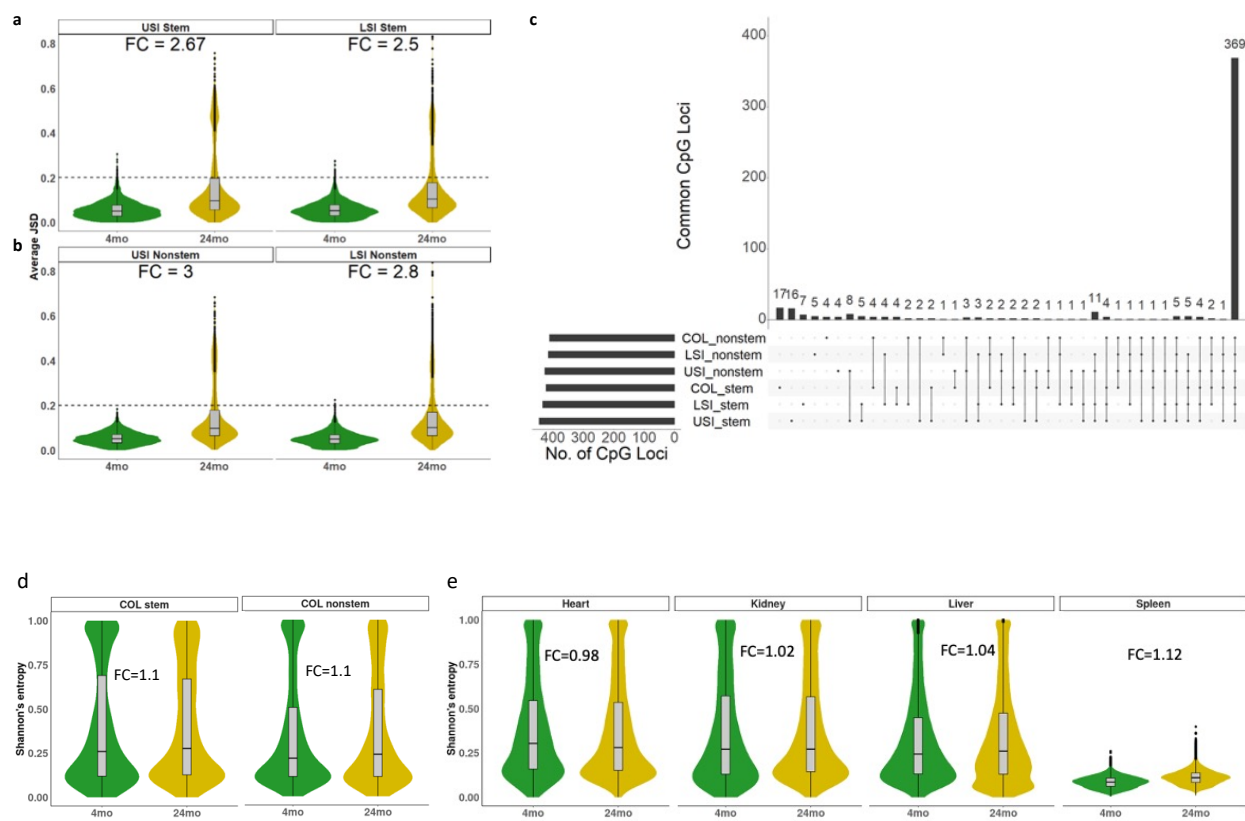

**Fig. S1:** DNA methylation change with differentiation in the small intestine. **a-d.** Volcano plot showing methylation differences between stem cell (Lgr5-GFP+) and nonstem cells (Lgr5-GFP-) in young (4 month) upper small intestine (a), young (4 month) lower small intestine (b), old (24 month) upper small intestine (c), old (24 month) lower small intestine (d). DNA methylation change with age in the small intestine. **e-f.** Volcano plot showing methylation differences between old (24 month) and young (4 month) Lgr5-GFP+ stem cells in upper small intestine (e), lower small intestine (f), between old (24 month) and young (4 month) Lgr5-GFP- nonstem cells in upper small intestine (g), lower small intestine (h). CpG sites that change with age in different intestinal tissues. **i-k.** Scatter plot of CpG sites that change with age compared between stem cells (Lgr5-GFP+) from different pairs of tissues (i) upper small intestine (USI) and lower small intestine (LSI), (j) upper small intestine (USI) and colon (COL), (k) lower small intestine (LSI) and colon (COL). **l-n** Scatter plot of CpG sites that change with age compared between nonstem cells (Lgr5-GFP-) from different pairs of tissues (l) upper small intestine (USI) and lower small intestine (LSI), (m) upper small intestine (USI) and colon (COL), (n) lower small intestine (LSI) and colon (COL).

**Fig. S2:** Differential methylation and permutation analysis at coverage 30. **a.** Volcano plots showing methylation differences between stem cells (Lgr5-GFP+) and nonstem cells (Lgr5-GFP-) in young (left) and old (right) mouse colon samples. Each volcano plot indicates the number and percent of CpG sites that are differentially methylated (Methylation change  $>\pm 5\%$ ,  $q\text{-value} < 0.05$ ). **b.** Volcano plots showing methylation differences between young (4 month) and old (24 month) samples in stem cells and nonstem cells. **c.** Scatterplot of CpG sites that change significantly between 4-month versus 24 month in either stem cells, nonstem cells or both in COL, USL and LSI. **d.** Histogram of Spearman correlation coefficients ( $r$ ) derived from permutation analysis of 70,541 CpG sites. Significantly (empirical  $p\text{-value} < 0.05$ ,  $r > |0.5|$ ) hypermethylated CpG sites are in red and hypomethylated sites are in green. **e.** PCA plot constructed using the 5,503 CpG sites from the permutation test that significantly change with age. **f.** Odds ratios that CpG sites in given genomic regions (Promoter-CpGi, nonPromoter-CpGi, Promoter-nonCpGi, nonPromoter-nonCpGi) are more likely to gain methylation with age (top) or lose methylation with age (bottom). **g.** Table comparing change in differential methylation results when coverage is 20 versus 30. **h.**

Table comparing correlation coefficients with change with age in stem cells versus nonstem cells when coverage is 20 versus 30.

**Fig. S3:** Distribution of spearman r-values and PCA of significant CpG sites. **(a)** Histograms of observed (magenta) and simulated (green) r-values between age and methylation. **(b)** PCA analysis of significantly hypermethylated aging sites in nonPromoter-CpGi region (1139 CpG sites).

**Fig. S4:** Changes in gene expression with age different intestinal tissue sections. **a-b** Volcano plot showing differential gene expression in colon (COL) samples between **(a)** 12-month vs 4 month, **(b)** 24-month vs 12-month. **c-e**. Volcano plot showing differential gene expression in upper small intestine (USI) samples between **(c)** 24-month vs 4 month, **(d)** 12-month vs 4 month, **(e)** 24-month vs 12 month. **f-h**. Volcano plot showing differential gene expression in lower small intestine (LSI) samples between **(f)** 24-month vs 4 month, **(g)** 12-month vs 4 month, **(h)** 24-month vs 12 month.

**Fig. S5:** Changes in gene expression within different intestinal tissue sections. Volcano plot showing differential gene expression in intestinal tissue in **(a)** upper small intestine (USI) vs lower small intestine (LSI), **(b)** upper small intestine (USI) vs colon (COL) and **(c)** upper small intestine (USI) vs colon (COL).

**Fig. S6:** Jensen-Shannon Distribution (JSD) across Intestinal tissues in stem and nonstem cells in 4-12-18-24-month samples. **a-c**. Scatterplot of Jensen Shannon distribution values with age (4-month, 12-month, 18 month and 24 month) across stem cells (Lgr5-GFP+) in **(a)** upper small intestine (USI), **(b)** lower small intestine (LSI) and **(c)** Colon. **d-f**. Scatterplot of Jensen Shannon distribution values with age (4-month, 12-month, 18-month and 24-month) across nonstem cells (Lgr5-GFP-) in **(d)** upper small intestine (USI), **(e)** lower small intestine (LSI) and **(f)** Colon. Entropy changes between stem and nonstem cells in the small intestine and colon. Scatterplots showing the change in Jensen-Shannon Distance

(JSD) on the x-axis vs change in methylation on y-axis, between (left) young and old stem cells (Lgr5-GFP+), and (right) young and old nonstem cells (Lgr5-GFP-) in (g) Upper small intestine (USI), (h) Lower small intestine (LSI) and (i) colon (COL).

**Fig. S7:** Entropy increases with age in the small intestine. Scatterplots showing the change in Jensen-Shannon Distance (JSD) on the x-axis vs change in methylation on y-axis in (a-b) Upper small intestine (USI) and (c-d) Lower small intestine (LSI) between (left) young and old stem cells (Lgr5-GFP+), and (right) young and old nonstem cells (Lgr5-GFP-).

**Fig. S8:** Change in Jensen Shannon distribution (JSD) values between old and young in across different organ samples. a-g. Scatterplot of Jensen Shannon distribution values with age (4-month, 12 month, and 24 month) in different tissue samples (a) Whole blood, (b) Spleen, (c) Lung, (d) Liver, (e) Skeletal muscle, (f) Kidney and (g) Heart. h-n. Scatterplots showing the change in Jensen-Shannon Distance (JSD) on the x-axis vs change in methylation on y-axis between young (4 month) and old (24 month) samples in the (h) Whole blood, (i) Spleen, (j) Lung, (k) Liver, (l) Skeletal muscle, (m) Kidney and (n) Heart.

**Fig. S9:** Change in entropy in CpG islands vs nonCpG islands. (a-b) PCA plots constructed using Jensen-Shannon Distances (JSDs) for loci with coverage > 40 in CpG islands (a) and nonCpG islands (b). Scatterplots showing the change in Jensen-Shannon Distance (JSD) on the x-axis vs change in methylation on y-axis in between stem cells and nonstem cells in small intestine and colon in CpG islands (left) vs non CpG islands(right). (c-d) Colon, (e-f) Upper small intestine and (g-h) Lower small intestine.

**Fig. S10:** Change in Entropy in different parts of the intestine. (a) Average Jensen Shannon Distances for each loci (JSD) in young (4 month) and old (24 month) mice in stem (Lgr5-GFP+) cells in Upper small intestine (USI) and in Lower small intestine (LSI). (b) Same as in a in nonstem (Lgr5-GFP-) cells. (c) UpSet plots of shared/unique loci with Jensen Shannon distance (JSD) >0.2 in stem cells and nonstem cells of different sections of the intestine USI (upper small intestine), LSI (lower small intestine) and COL

(Colon). **(d)** Average Shannon's entropy measures for colon stem cells and nonstem cells in young (4 month) and old (24 month) mice. **(e)** Average Shannon's entropy measures for heart, kidney, liver and spleen in young (4 month) and old (24 month) mice.

## Supplementary Method

Jensen Shannon Distance (JSD) is not the current standard method to quantify entropy in the field, and it differs from Shannon's entropy, which could be creating some confusion. We would like to clarify that Jensen Shannon Distance (JSD) is a method of calculating entropy with a distance metric using a reference sample. If the reference sample and test sample distributions don't overlap at all then JSD equals 1 (which is the maximum), if they overlap completely then JSD equals 0, and with intermediate levels of overlap the value ranges between 0 and 1.

### Example 1: Case of low JSD change between test sample and reference distribution

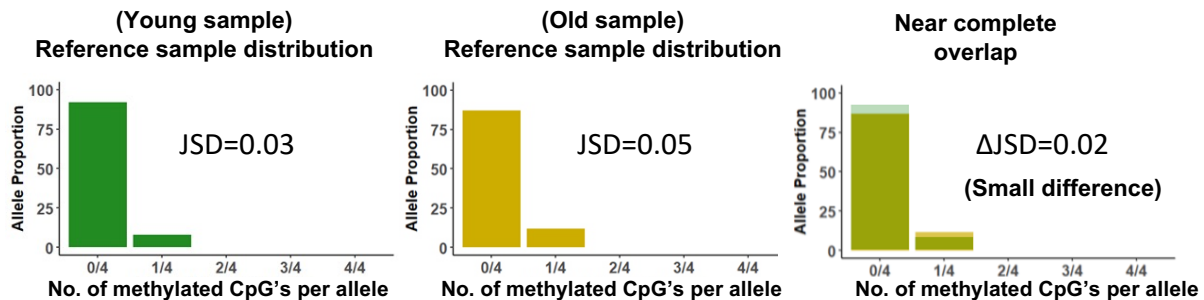

Histogram shows the allele distribution on the X-axis and the proportion of each allele in the y-axis.

### Example 2: Case of high JSD change between test sample and reference distribution

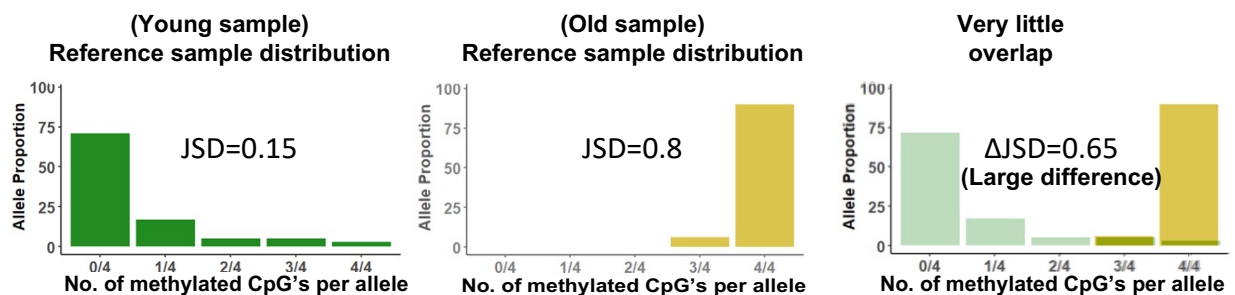

Histogram shows the allele distribution on the X-axis and the proportion of each allele in the y-axis.

Thus, a change in the methylation distribution from the reference sample results in increasing JSD.

## Shannon's Entropy

More conventional methods of quantifying entropy such as Shannon's entropy do not consider distribution and direction of methylation change, resulting in the possibility of the alleles having the same number of fully methylated or unmethylated CpG's but a very different distribution. For example (figure below), when alleles from the young sample are unmethylated whereas alleles from the old sample are fully methylated, the value of Shannon's entropy between the samples will be the same but JSD shows a high difference. Therefore, we think JSD gives a better measure of age-related entropy.

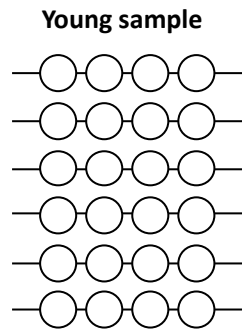

Shannons entropy = 0

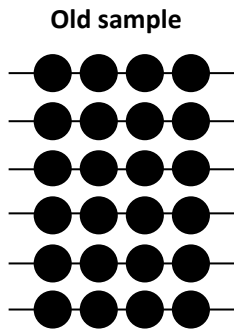

Shannons entropy = 0

$$\text{Entropy}(H) = \sum_{i=1}^{n=X} \frac{-p \log_2(p) - q \log_2(q)}{n}$$

$H$  - Shannon's information entropy

$P$  = Probability of methylated site

$Q$  = Probability of unmethylated site

$X$  = No. of alleles

As an example, we calculated Shannon's entropy for a locus with high change in JSD (example below) between reference and test sample distribution and the change in Shannon's entropy is very small, only 0.08, whereas the change in JSD is quite large at 0.65.

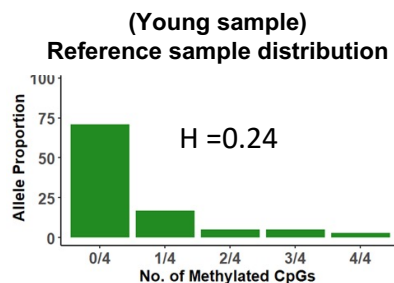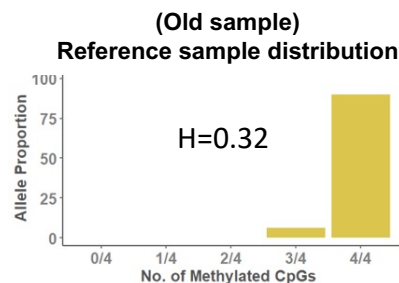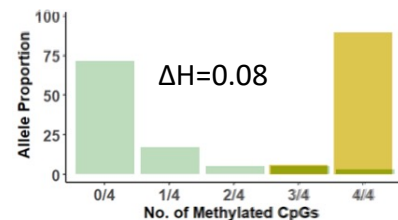

$H$  = Shannon's entropy,  
 $\Delta H$  = change Shannon's entropy

Histogram shows the allele distribution on the X-axis and the proportion of each allele in the y-axis.

**More details on this are in the following reference papers :**

**Jensen Shannon Distance:**

Jenkinson G, Abante J, Feinberg AP, Goutsias J. An information-theoretic approach to the modeling and analysis of whole-genome bisulfite sequencing data. BMC Bioinformatics. 2018;19(1)

**Shannon's entropy:**

Landan G, Cohen NM, Mukamel Z, Bar A, Molchadsky A, Brosh R, et al. Epigenetic polymorphism and the stochastic formation of differentially methylated regions in normal and cancerous tissues. Nat Genet. 2012;44(11):1207-14

# Supplementary material for: DNA methylation entropy as a measure of stem cell replication and aging
**Source:** Genome Biol. 2023 Feb 16;24:27. doi: 10.1186/s13059-023-02866-4
**Supplement:** Supplementary file 2 — Additional file 2: Contains all supplementary tables.

**Table S1****DNA methylation change between stem and nonstem cells in small intestine and colon in different genomic compartments**

| Tissue Section                         | Genomic region                | No. of sites | Hypermethylated sites | Hypomethylated sites |
|----------------------------------------|-------------------------------|--------------|-----------------------|----------------------|
| Colon<br>(4 months)<br>(Nonstem-Stem)  | CpGi-Promoters (pCGI)         | 5780         | 0 (0%)                | 0 (0%)               |
|                                        | CpGi-nonPromoters (npCGI)     | 2354         | 0 (0%)                | 0 (0%)               |
|                                        | nonCpGi-Promoters (pnCGI)     | 8453         | 0 (0%)                | 0 (0%)               |
|                                        | nonCpGi-nonPromoters (npnCGI) | 73926        | 2 (0%)                | 4 (0%)               |
| Colon<br>(24 months)<br>(Nonstem-Stem) | CpGi-Promoters (pCGI)         | 1599         | 0 (0%)                | 0 (0%)               |
|                                        | CpGi-nonPromoters (npCGI)     | 775          | 0 (0%)                | 0 (0%)               |
|                                        | nonCpGi-Promoters (pnCGI)     | 3128         | 7 (0.2%)              | 7 (0.2%)             |
|                                        | nonCpGi-nonPromoters (npnCGI) | 33236        | 61 (0.2%)             | 65 (0.2%)            |
| USI<br>(4 months)<br>(Nonstem-Stem)    | CpGi-Promoters (pCGI)         | 10997        | 19 (0.1%)             | 0 (0%)               |
|                                        | CpGi-nonPromoters (npCGI)     | 3967         | 7 (0.2%)              | 0 (0%)               |
|                                        | nonCpGi-Promoters (pnCGI)     | 15954        | 86 (0.5%)             | 3 (0%)               |
|                                        | nonCpGi-nonPromoters (npnCGI) | 105586       | 751 (0.7%)            | 20 (0%)              |
| USI<br>(24 months)<br>(Nonstem-Stem)   | CpGi-Promoters (pCGI)         | 10600        | 32 (0.3%)             | 1 (0%)               |
|                                        | CpGi-nonPromoters (npCGI)     | 4462         | 44 (1%)               | 8 (0.2%)             |
|                                        | nonCpGi-Promoters (pnCGI)     | 13554        | 264 (1.9%)            | 32 (0.2%)            |
|                                        | nonCpGi-nonPromoters (npnCGI) | 123165       | 2411 (2%)             | 432 (0.3%)           |
| LSI<br>(4 months)<br>(Nonstem-Stem)    | CpGi-Promoters (pCGI)         | 19122        | 2 (0%)                | 0 (0%)               |
|                                        | CpGi-nonPromoters (npCGI)     | 7607         | 6 (0.1%)              | 0 (0%)               |
|                                        | nonCpGi-Promoters (pnCGI)     | 23319        | 9 (0%)                | 1 (0%)               |
|                                        | nonCpGi-nonPromoters (npnCGI) | 206826       | 112 (0%)              | 9 (0%)               |
| LSI<br>(24 months)<br>(Nonstem-Stem)   | CpGi-Promoters (pCGI)         | 5666         | 2 (0%)                | 0 (0%)               |
|                                        | CpGi-nonPromoters (npCGI)     | 2911         | 24 (0.8%)             | 3 (0.1%)             |
|                                        | nonCpGi-Promoters (pnCGI)     | 9488         | 48 (0.5%)             | 21 (0.2%)            |
|                                        | nonCpGi-nonPromoters (npnCGI) | 102248       | 578 (0.6%)            | 272 (0.3%)           |

Table S2

## DNA methylation change with age in small intestine and colon in different genomic compartments

| Tissue Section                          | Genomic region                 | No. of CpG sites | Hypermethylated sites | Hypomethylated sites |
|-----------------------------------------|--------------------------------|------------------|-----------------------|----------------------|
| Colon<br>(Stem Cells)<br>(Old-Young)    | CpGi-Promoters (pCGI)          | 1396             | 140 (10.%)            | 1 (0.1%)             |
|                                         | CpGi-nonPromoters (npCGI)      | 694              | 204 (29.4%)           | 0 (0%)               |
|                                         | nonCpGi-Promoters (pnCGI)      | 2607             | 151 (5.9%)            | 33 (1.3%)            |
|                                         | nonCpGi-nonPromoters (nnpnCGI) | 27343            | 890 (3.2%)            | 454 (1.6%)           |
| Colon<br>(Nonstem Cells)<br>(Old-Young) | CpGi-Promoters (pCGI)          | 9713             | 673 (6.9%)            | 5 (0%)               |
|                                         | CpGi-nonPromoters (npCGI)      | 3944             | 612 (15.2%)           | 0 (0%)               |
|                                         | nonCpGi-Promoters (pnCGI)      | 12518            | 637 (5.1%)            | 87 (0.7%)            |
|                                         | nonCpGi-nonPromoters (nnpnCGI) | 108082           | 2160 (2%)             | 1244 (1.1%)          |
| USI<br>(Stem Cells)<br>(Old-Young)      | CpGi-Promoters (pCGI)          | 14383            | 649 (4.5%)            | 12 (0.1%)            |
|                                         | CpGi-nonPromoters (npCGI)      | 4375             | 495 (11.3%)           | 57 (0.4%)            |
|                                         | nonCpGi-Promoters (pnCGI)      | 15263            | 719 (4.7%)            | 57 (0.4%)            |
|                                         | nonCpGi-nonPromoters (nnpnCGI) | 94971            | 2871 (3%)             | 832 (0.9%)           |
| USI<br>(Nonstem Cells)<br>(Old-Young)   | CpGi-Promoters (pCGI)          | 8845             | 272 (3.1%)            | 1 (0%)               |
|                                         | CpGi-nonPromoters (npCGI)      | 4259             | 511 (12%)             | 1 (0%)               |
|                                         | nonCpGi-Promoters (pnCGI)      | 14670            | 455 (3.1%)            | 114 (0.8%)           |
|                                         | nonCpGi-nonPromoters (nnpnCGI) | 146389           | 2182 (1.5%)           | 1341 (1%)            |
| LSI<br>(Stem Cells)<br>(Old-Young)      | CpGi-Promoters (pCGI)          | 7520             | 488 (6.5%)            | 2 (0%)               |
|                                         | CpGi-nonPromoters (npCGI)      | 3429             | 576 (16.8%)           | 0 (0%)               |
|                                         | nonCpGi-Promoters (pnCGI)      | 12474            | 671 (5.4%)            | 97 (0.8%)            |
|                                         | nonCpGi-nonPromoters (nnpnCGI) | 128638           | 3765 (2.9%)           | 1291 (1%)            |
| LSI<br>(Nonstem Cells)<br>(Old-Young)   | CpGi-Promoters (pCGI)          | 9593             | 614 (6.4%)            | 1 (0%)               |
|                                         | CpGi-nonPromoters (npCGI)      | 4421             | 738 (16.7%)           | 124 (0.9%)           |
|                                         | nonCpGi-Promoters (pnCGI)      | 13491            | 584 (4.3%)            | 124 (0.9%)           |
|                                         | nonCpGi-nonPromoters (nnpnCGI) | 130267           | 2481 (2%)             | 1202 (1%)            |

**Table S3****30-day turnover rate per tissue**

| <b>Organ/Tissue</b>                             | <b>Turnover time</b>                                                                                                                         | <b>No. of turnover /30 days</b> | <b>Method</b>     | <b>Reference</b>                |
|-------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------|-------------------|---------------------------------|
| Small intestine                                 | 2-3 days                                                                                                                                     | 10                              | 3H-thymidine      | Potten [33]                     |
| Colon                                           | 3-4 days                                                                                                                                     | 8.5                             | 3H-thymidine      | Potten [33]                     |
| Blood<br>(Hematopoietic Stem cells)             | 57 days                                                                                                                                      | 0.52                            | Bromodeoxyuridine | Chesier [34]                    |
| Liver<br>Hepatocytes                            | 200-400 days                                                                                                                                 | 0.1                             | 3H-thymidine      | Magami et. al [35]              |
| Lung                                            | Bronchial epithelium<br>(2-7 days)<br>Bronchiolar epithelium-<br>(10 days)<br>Alveolar epithelium-<br>(28-35 days)<br><br>Average =10.5 days | 3.53                            | 3H-thymidine      | Bowden [36]                     |
| Straited muscle<br>(data only in rat muscle)    | >170 days                                                                                                                                    | 0.17                            | 3H-thymidine      | Allbrook et. al [37]            |
| Spleen (whole)                                  | 9 days                                                                                                                                       | 3.3                             | Bromodeoxyuridine | Crippen et. al [38]             |
| Kidney (renal corpuscle and the nephron tubule) | >120 days                                                                                                                                    | 0.25                            | 3H-thymidine      | Litvak & Baserga [39]           |
| Cardiomyocytes                                  | >300 days                                                                                                                                    | 0.1                             | 3H-thymidine      | Cluzeaut & Maurer-Schultze [40] |

**Table S4****Sample pooling information**

| Tissue                     | Age      | Number of Biological replicates | Number of animals per pool |
|----------------------------|----------|---------------------------------|----------------------------|
| USI (both stem/non-stem)   | 4-month  | 2 (each pooled)                 | 4                          |
| LSI (both stem/non-stem)   | 4-month  | 2 (each pooled)                 | 4                          |
| Colon (both stem/non-stem) | 4-month  | 2 (each pooled)                 | 4                          |
| USI (both stem/non-stem)   | 12-month | 2 (each pooled)                 | 3                          |
| LSI (both stem/non-stem)   | 12-month | 2 (each pooled)                 | 3                          |
| Colon (both stem/non-stem) | 12-month | 2 (each pooled)                 | 3                          |
| USI (both stem/non-stem)   | 18-month | 2 (each pooled)                 | 2                          |
| LSI (both stem/non-stem)   | 18-month | 2 (each pooled)                 | 2                          |
| Colon (both stem/non-stem) | 18-month | 2 (each pooled)                 | 2                          |
| USI (both stem/non-stem)   | 24-month | 2 (each pooled)                 | 2                          |
| LSI (both stem/non-stem)   | 24-month | 2 (each pooled)                 | 2                          |
| Colon (both stem/non-stem) | 24-month | 2 (each pooled)                 | 2                          |
| Whole Blood                | 4-month  | 3                               | NA                         |
| Whole Blood                | 12-month | 3                               | NA                         |
| Whole Blood                | 24-month | 4                               | NA                         |
| Heart                      | 4-month  | 6                               | NA                         |
| Heart                      | 12-month | 6                               | NA                         |
| Heart                      | 24-month | 10                              | NA                         |
| Kidney                     | 4-month  | 3                               | NA                         |
| Kidney                     | 12-month | 3                               | NA                         |
| Kidney                     | 24-month | 4                               | NA                         |
| Liver                      | 4-month  | 2                               | NA                         |
| Liver                      | 12-month | 2                               | NA                         |
| Liver                      | 24-month | 2                               | NA                         |
| Lung                       | 4-month  | 2                               | NA                         |
| Lung                       | 12-month | 2                               | NA                         |
| Lung                       | 24-month | 2                               | NA                         |
| Skeletal Muscle            | 4-month  | 2                               | NA                         |
| Skeletal Muscle            | 12-month | 2                               | NA                         |
| Skeletal Muscle            | 24-month | 2                               | NA                         |
| Spleen                     | 4-month  | 2                               | NA                         |
| Spleen                     | 12-month | 2                               | NA                         |
| Spleen                     | 24-month | 2                               | NA                         |

How the deposited data were processed for this re-analysis (not part of the article)

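The deposited gene counts were made by the authors with featureCounts 2.0.0 on the mm9 Ensembl gene annotation, per the file headers, without strand and with each read of a pair counted by itself. They were used as deposited and no reads were aligned again. The aligner's version and settings are not given in the sources used here. Genes received symbols from the reference annotation, and 699 of the 704 named members of 43 gene lists were matched.

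Counts were normalized with TMM factors, which ranged from 0.914 to 1.129, and genes were kept by edgeR's filterByExpr with the 9 groups of section and age at its default settings. The quasi-likelihood model of edgeR 4.0.16 in R 4.3.3 was fitted to all 24 libraries with 1 coefficient per group, and its prior degrees of freedom were 3.43. The biological coefficient of variation was 14.3% in the colon, 27.2% in the USI, 22.6% in the LSI and 22.1% over all libraries. There were 16 comparisons: 9 between ages within a section, 3 between sections averaged over ages, 1 between 24 and 4 months averaged over sections and 3 of differences in the age effect between sections. Each used a two-sided test at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are those of the fitted log2 fold change, and levels are means and SDs of CPM from edgeR.

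Lists with at least 3 measured members were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry, each with Benjamini-Hochberg adjustment. Principal components were computed in Python 3.11.15 with numpy 2.4.6 from log2 CPM with a prior count of 2, centred and scaled per gene, and shares of variance were tested by permutation, within a section over all arrangements.

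The named genes are, for each comparison, up to 10 higher and 10 lower with the smallest p among those with an adjusted p under 0.05, a symbol and no overlap of libraries; for sections, those with the largest fold change among genes with a mean log2 CPM of at least 5. Up to 4 members with the smallest p are named for a list described, together with Lgr5, Dnmt1, Dnmt3a, Dnmt3b, Uhrf1, Tet1, Tet2 and Tet3. Some genes that the rule selects are not reported here. Other genes named, such as Dbp, were chosen after their values were seen.

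The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, RLE size factors, other low-count filters, fits to the compared sections alone, a replicate block, other thresholds and the omission of each library in turn. Chosen after seeing the data were a term for Y-linked expression, fits without the 6 libraries with Y-linked counts, fits without the 3 C libraries at 4 months, and counts divided by 2.

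The steps were tested on simulated data with known changes. In the comparison of 24-month with 4-month colon, 44.9% of genes with a 2-fold change and 73.2% of those with a 4-fold change were found, with 6 false calls among 121. For 12-month with 4-month colon the shares were 52.6% and 78.8%, with 7 false calls among 136. DNA methylation data and the relation of expression to methylation were not analysed here.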

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

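The tests of explanations for Rps4y2, Ddr2, the Paneth cell genes and the clock genes were chosen only after the results were seen.

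Rps4y2 and Ddr2 carried signals that the paper does not discuss, and Rps4y2 fell more in the colon than in the USI (adjusted p = 0.00116 for the difference, edgeR) and the LSI (adjusted p = 0.00128), while Ddr2 rose by 3.58 on the log2 scale averaged over sections. Carriers of a variant mixed in other shares between the ages would give the same 12-month to 4-month ratio of Rps4y2 in each section on 2 conditions. The sections must share their mice, and the variant must lower expression by the same factor in each. The ratio in the small intestine was 4.04 times that in the colon, which argues against that explanation only where both hold. Shared mice are not stated. At 24 months 0 counts were left in the colon, while the fall was 16.5-fold in the USI and 16.8-fold in the LSI. An equal factor is thus not given, and a mixture is not settled for Rps4y2. For Ddr2 the 12-month to 24-month ratio in the small intestine was 0.92 times that in the colon, which such a mixture fits for this ratio only. The log2 fold changes of Ddr2 between 24 and 4 months, given above, increased from colon to USI to LSI. They were not compared in this test, so the mixture is not settled for Ddr2. Reads of the related gene Rps4x do not explain Rps4y2, since Rps4x had a log2 fold change of 0.062 averaged over sections.

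In the 12-month colon 7 Paneth cell genes were higher, a signal in genes outside those the paper discusses. Carry-over of lower small-intestinal epithelium would raise Paneth cell and enterocyte genes by the same share, and the share of the former over the latter was 3.30, 0.07 and 1.72 in libraries A, B and C. The middle ratio, 1.72, cannot tell carry-over from a change in the colon. Library C alone is excluded as the source, since the median log2 fold change without it was 2.46.

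The clock genes of the C libraries at 4 months differed from those of A and B: log2 of Dbp over Arntl was 0.99 to 1.50 in C and -6.49 to -3.36 in A and B. All 9 libraries at 12 months (-0.24 to 1.63) were like C and all 6 at 24 months (-5.99 to -4.83) like A and B. The comparison of 24 with 12 months is thus fully confounded with the state of the clock. Those of 12 with 4 months and of 24 with 4 months are so in part. Within 4 months C exceeded the mean of A and B by at least 5.26 in each section. These libraries share 1 stated age, so this gap argues against age alone as its source. It does not bear on the state of the clock at 12 and 24 months. For another time of day of collection, the number of sections with every clock gene moved in its direction was 0, with 10 of 11 genes moved in each section. A rule added after those values were seen counts an exception only beyond the gap between A and B, and none went beyond it, so this explanation stays open, and collection times are not given in the sources used here.

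Gata4 rose more with age in the colon than in the USI (log2 difference 1.89) and the LSI (1.89), differences that no longer passed, at log2 differences of 1.75 to 1.96 and 1.62 to 1.97, without the colon 24-month A or B or 4-month A or B library, the first also without the USI 24-month A or B or 4-month B and the second also without the LSI 24-month A or 4-month A or C (adjusted p from 0.0751 to 0.257 and from 0.0752 to 0.258, edgeR). Y-linked genes were expressed in 6 libraries, although no sex is stated for the libraries. Car1 rose by 6.13 on the log2 scale in the 24-month LSI, among genes outside those the paper discusses. Slc34a2 rose by 3.62 on the log2 scale in the 24-month USI, likewise outside the genes the paper discusses. Gata4, Car1 and Slc34a2 are markers of a section other than the one in which they rose. Carry-over from that section was not tested for them.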

How the results depend on the processing

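Results between sections and the first principal component kept their direction throughout, while counts between ages moved with the test, the threshold and single libraries, and the cause was not tested. With the order colon 24 against 4 months (26), 12 against 4 (24), 24 against 12 (1), USI in the same order (46, 8, 4) and LSI (14, 10, 4), the numbers of genes were 108, 89, 39, 242, 74, 72, 82, 40 and 73 by the likelihood ratio test, 104, 74, 47, 309, 72, 85, 134, 36 and 169 by DESeq2, and 51, 6, 10, 1, 2, 2, 3, 5 and 1 with the libraries of the section alone. An adjusted p under 0.2 gave 78, 56, 7, 531, 34, 71, 111 and, for the LSI 24 against 12 months, 366. The fold minimum gave 20, 2, 7 and 1 for USI 24 against 4, USI 24 against 12, LSI 24 against 4 and LSI 24 against 12, and at least 10 counts in every library gave 13 and 0 for colon 24 against 4 and 24 against 12. Without the 6 libraries with Y-linked counts, an alternative chosen after seeing the data as are the next 3, the numbers were 6, 1, 3, 4, 2, 1, 1 and 1 (all but colon 24 against 12), 3112 between USI and LSI and 47 averaged. Without the 3 C libraries at 4 months they were 47, 49, 12, 2833, 3570, 63, 182 and 187 (all but LSI 24 against 4) and 2619 averaged. A term for Y-linked expression gave 2, 5, 9, 22 and 2 (colon 24 against 12, USI 12 against 4 and 24 against 12, LSI 24 against 4 and 24 against 12), and counts divided by 2 gave 8 for USI 24 against 12. Averaged, 332 became 585 by the likelihood ratio test, 813 by DESeq2 and 1805 at an adjusted p under 0.2, where USI against LSI became 8470. The differences in the age effect (colon and USI 2, colon and LSI 2, USI and LSI 0) became 92, 36 and 4 by the likelihood ratio test, 93, 33 and 4 by DESeq2, 507, 15 and 6 without the C libraries, 46 and 10 at an adjusted p under 0.2, 5 and 8 with the Y-linked term, 0 and 0 without the Y-linked libraries, 1 and 1 with counts divided by 2, and 4 with no low-count filter (colon and LSI). The 8 higher and 12 lower genes at the fold minimum became 34 and 46 by the likelihood ratio test, 23 and 41 by DESeq2, 4 and 4 with at least 10 counts, 2 and 3 without the Y-linked libraries, 18 and 28 at an adjusted p under 0.2, 13 higher with no fold minimum, and 19 lower with the colon alone and 29 without the C libraries. Of 144 list calls between ages, 9 remained with an estimated correlation; fry, which tests a list against no change, called 7, and its mixed test called 32, not all of them among the 144. The shares of the first component (41.2%), sections (51.5%) and ages (16.2%) were 62.5%, 71.7% and 9.98% unscaled, 80.2%, 88.4% and 4.14% for the 500 most variable genes, and 30.5% and 39.1% (first 2) with no filter.

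Leaving out 1 library, where a group left with 1 library is assumed to vary like the others, gave 6 to 25, 1 to 31, 1 to 3, 14 to 1589, 1 to 1715, 2 to 6, 4 to 36, 1 to 5 and 1 to 181 genes in the order above, 3782 to 6654 between USI and LSI, 11392 to 12050 and 10526 to 11247 for the colon against USI and LSI, 86 to 960 averaged, 1 to 252, 1 to 2 and 0 to 3 for the differences in the age effect, 1 to 4 higher and 1 to 15 lower at the fold minimum, 133 to 149 lists, and shares of 40.1% to 42.5%, 50.9% to 53.6% and 15.3% to 19.4%. Log2 fold changes turned direction for Tet2 and Tet3, which passed no test, and for lists that passed at the preset correlation, did not hold with an estimated one and passed no test once turned, by median or test direction; the cause was not tested: Tet2 0.032 and Tet3 0.031 averaged without the C libraries; over single omitted libraries Tet3 averaged ranged from -0.077 to 0.003, smooth muscle in the colon at 24 months from -2.634 to -0.018, and in the LSI at 12 months proliferation from -0.412 to 0.047, ribosomal proteins from -0.238 to -0.006, enterocyte from -0.230 to 1.227 and xenobiotic genes from -0.133 to 0.573.

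The replicate letters are not stated to mark shared pools, and 18 of 24 libraries correlated best with their own letter in other sections (same letter -0.04 to 0.658, median 0.14; others -0.589 to 0.22, median -0.0835), a hint from the data and not the design. With the replicate block the counts were 38 (colon 12 against 4), 3 (colon 24 against 12), 664 (USI 24 against 4), 16 (USI 24 against 12) and 1 (LSI 24 against 12), 36 averaged by limma voom with the pool as a random effect (281 by voom without it), and 19, 11 and 1 for the differences in the age effect. Xenobiotic genes in the USI between 24 and 12 months turned to 0.018 under the block.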

Differences from the paper's values

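At a log2 fold change over 1.5 and an adjusted p under 0.05, the paper states 21 genes higher in the 24-month colon, and 8 were found here. Of the alternatives set before the data were examined, DESeq2 (23) and an adjusted p under 0.2 (18) came within 1.5 times the paper's value. The likelihood ratio test (34), RLE size factors (8), no low-count filter (6), at least 10 counts in every library (4), the colon libraries alone (11), the replicate block (11), no fold minimum (13) and each fit without 1 library (1 to 4) did not.

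The paper's other counts are printed in its volcano plots, read by eye. No threshold is stated for the supplementary plots, while for Fig. 3b the text states the fold minimum and adjusted p above, at which 20 genes were found here. The alternatives in this paragraph are those set before the data were examined, unless marked. For 24 against 4 months in the colon the paper shows about 180 genes in Fig. 3b, and 26 were found here without the fold minimum; none of these alternatives came within 1.5 times (108 by the likelihood ratio test, 104 by DESeq2, 78 at an adjusted p under 0.2, 51 with the colon alone, and 6 to 29 under the others). For 24 against 12 months in the colon the paper shows about 5 in Fig. S4, against 1 here; an adjusted p under 0.2 (7) came within 1.5 times, and the others did not. For 24 against 4 months in the USI the paper shows about 110 in Fig. S4, against 46 here, and none of these alternatives came within 1.5 times (1 to 1589). For 24 against 12 months in the USI the paper shows about 8 in Fig. S4, against 4 here; RLE size factors, no low-count filter, at least 10 counts in every library, and the fit without the 12-month library C (6 each) came within 1.5 times, and the others did not; of the alternatives chosen after seeing the values, counts divided by 2 (8) and a term for Y-linked expression (9) did, where the paper lists no genes to compare. For USI against LSI the paper shows about 3200 in Fig. S5, against 5073 here; no low-count filter (4491), at least 10 counts in every library (4676), the compared sections alone (4013) and the fits without any 1 library other than the LSI 12-month A, LSI 4-month B, USI 12-month C and USI 4-month C came within 1.5 times, and the others did not; the fit without the 6 libraries with Y-linked counts (3112), chosen after seeing the values, did, where the paper lists no genes to compare. The second principal component holds about 10% in the paper's Fig. 3a, read by eye, and 16.9% here; genes centred but not scaled (10.8%), no low-count filter (13.0%) and the 500 most variable genes (9.25%) came within 1.5 times, while a prior count of 0.5 (16.8%) and log2 RPKM (16.9%) did not.

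The paper states that fewer genes differ between 12-month and 4-month colon than between 24-month and 4-month colon. At its thresholds 23 and 20 genes were found here, and 24 and 26 without the fold minimum.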

Other observations

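Stromal and immune genes lay higher or lower at 24 months in the small intestine, most of them without passing gene by gene. In the USI at 24 months, Dcn, which encodes the matrix protein decorin, had a log2 fold change of 3.82 (adjusted p = 0.0742, edgeR) and the collagen gene Col1a2 one of 2.37 (adjusted p = 0.0905), and the fibroblast and stroma list did not hold with an estimated correlation (adjusted p = 0.364). Averaged over sections, Dcn passed (log2 fold change 1.97, adjusted p = 0.0366). All 17 T and NK cell genes had positive log2 fold changes in the USI at 24 months, with Cd4, the helper T cell receptor gene, at 1.76 (adjusted p = 0.17), and the list did not hold with an estimated correlation (adjusted p = 0.403). In the LSI at 24 months, Pou2af1 and Ms4a1, B cell genes, had log2 fold changes of -1.55 and -1.54 (adjusted p = 0.219 and 0.235), in a list that did not hold either (adjusted p = 0.288). The age effect on cholesterol synthesis genes was lower in the colon than in the LSI, with a median log2 difference of -0.60 (list test adjusted p = 0.0402 with an estimated correlation).

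Few genes were shared between sections in the change from 4 to 24 months. The colon and the USI shared Ccr2 and Ddr2 among higher genes, and Cstf2t, Ldoc1l, Rps4y2 and Zfp105 among lower ones. By chance 0.0171 genes are expected in either direction if the sections are independent. The USI and the LSI shared 9130206I24Rik, Card6, Ddr2 and Parp3 among higher genes, where 0.0118 are expected. From 4 to 12 months the colon and the LSI shared Atf3, Egr2, Fosb and Hbegf, where 0.0108 are expected. All these expected numbers treat the sections as independent. Libraries of the same letter shared Y-linked counts or clock state across sections, so the overlaps cannot be read as shared effects of age alone.

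Other splits of the same libraries were compared with the real grouping. Between 12 and 4 months there are 10 splits in each section, which are too few to exclude chance: the real grouping gave 24 genes in the colon (highest other 1), 8 in the USI (highest other 3624) and 10 in the LSI (highest other 0). The number of splits with as many genes, the real one included, was 1, 2 and 1. In the USI the split with 3624 genes set 12-month A, 4-month A and 4-month B against the other 3 libraries, which points to a structure of the samples other than age. Between sections chance can be excluded, with 1 of 21 splits reaching the real count each time: 5073 genes between USI and LSI (highest other 2226), 11952 between colon and USI (highest other 1), and 11155 between colon and LSI (highest other 0). For the ages averaged over sections, 1 of 21 splits reached the real 332 genes (highest other 4), which excludes chance only if libraries of 1 letter in different sections are independent, and their shared Y-linked counts and clock state speak against that.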
